# Mechanosensory and ATP Release Deficits following Keratin14-Cre-Mediated TRPA1 Deletion Despite Absence of TRPA1 in Murine Keratinocytes

**DOI:** 10.1371/journal.pone.0151602

**Published:** 2016-03-15

**Authors:** Katherine J. Zappia, Sheldon R. Garrison, Oleg Palygin, Andy D. Weyer, Marie E. Barabas, Michael W. Lawlor, Alexander Staruschenko, Cheryl L. Stucky

## Abstract

Keratinocytes are the first cells that come into direct contact with external tactile stimuli; however, their role in touch transduction *in vivo* is not clear. The ion channel Transient Receptor Potential Ankyrin 1 (TRPA1) is essential for some mechanically-gated currents in sensory neurons, amplifies mechanical responses after inflammation, and has been reported to be expressed in human and mouse skin. Other reports have not detected *Trpa1* mRNA transcripts in human or mouse epidermis. Therefore, we set out to determine whether selective deletion of *Trpa1* from keratinocytes would impact mechanosensation. We generated *K14Cre-Trpa1*^fl/fl^ mice lacking TRPA1 in K14-expressing cells, including keratinocytes. Surprisingly, *Trpa1* transcripts were very poorly detected in epidermis of these mice or in controls, and detection was minimal enough to preclude observation of *Trpa1* mRNA knockdown in the *K14Cre-Trpa1*^fl/fl^ mice. Unexpectedly, these *K14Cre-Trpa1*^fl/fl^ mice nonetheless exhibited a pronounced deficit in mechanosensitivity at the behavioral and primary afferent levels, and decreased mechanically-evoked ATP release from skin. Overall, while these data suggest that the intended targeted deletion of *Trpa1* from keratin 14-expressing cells of the epidermis induces functional deficits in mechanotransduction and ATP release, these deficits are in fact likely due to factors *other* than reduction of *Trpa1* expression in adult mouse keratinocytes because they express very little, if any, *Trpa1*.

## Introduction

Keratinocytes of the epidermis have traditionally been viewed as passive, protective barrier cells that shield the body against environmental stressors. However, keratinocytes are also the first contact point for external mechanical stimuli, and only recently has their potential contribution to touch transduction received attention [1–4]. As such, keratinocytes are emerging as pivotal members of the somatosensory response because they are highly innervated by free nerve endings and are adjacent to mechanosensitive Merkel cells, Meissner’s corpuscles, and hair follicles. Due to their proximity to both the environment and to other mechanosensory structures, keratinocytes are well situated to communicate with neurons and other non-neural cells that contribute to dynamic tactile and thermal responses. In particular, keratinocytes are closely apposed to sensory nerve terminals, especially those belonging to C fiber afferents corresponding to isolectin B4-binding (IB4^+^) small-diameter neurons [5]. Keratinocytes in isolation have been shown to respond directly to force *in vitro* [1,2,6,7]; however, experimental data *in vivo* are lacking and the mechanisms are poorly understood.

Cultured keratinocytes respond directly to multiple somatosensory stimuli, including force [2,8]. Keratinocytes also respond directly to heat (>40°C) via transient receptor potential vanilloid 3 (TRPV3). Furthermore, TRPV3 activation in keratinocytes mediates release of ATP, which then activates ATP-sensitive P2Y receptors on dorsal root ganglion (DRG) nerve terminals [9]. Moreover, the response in keratinocytes can be amplified via gap-junctional intercellular Ca^2+^ and ATP waves that propagate through keratinocytes [2,6,10], broadening the capability for release of signaling molecules. However, the mechanisms of keratinocytes responding to mechanical or cold sensation remain unknown, and have not been explored *in vivo*. Therefore, we sought to provide insight into how these cells communicate with other sensory structures in the skin to induce tactile and thermal responses.

We began by focusing on the non-selective cation channel TRPA1 (transient receptor potential ankyrin 1) because it plays an important role in touch and pain responses [11–13]. While TRPA1 is strongly expressed in adult sensory neurons [13,14], there are reports that TRPA1 is also expressed in keratinocytes [8,13,15]. Some of this expression data was obtained from neonatal human tissue, which does not necessarily imply that *Trpa1* is expressed in mouse keratinocytes. Moreover, additional recent evidence suggests that *Trpa1* is not expressed in murine keratinocytes isolated from neck skin [16]. Therefore we sought to determine both the expression patterns and functionality of *Trpa1* in mouse keratinocytes from hindpaw skin. To separate the contribution of keratinocytes from neurons, we utilized *K14Cre* mice to express Cre recombinase in keratin 14-expressing keratinocytes [17]. We also generated a novel mouse in which loxP sites flank the exons encoding the pore region of TRPA1 (*Trpa1*^fl/fl^). Crossing these two mouse lines generated *K14Cre-Trpa1*^fl/fl^ mice. Although the keratinocytes isolated from even control mice did not contain detectable *Trpa1* transcripts, the mutant mice exhibited sensory deficits at behavioral and afferent levels, as well as decreases in mechanically-evoked ATP release from the skin.

## Results

### Expression of Trpa1 Is Not Detected in Mouse Epidermis

Due to discrepancies in the literature regarding whether *Trpa1* is expressed in keratinocytes of the epidermis [8,13,15,16], we became interested in confirming its expression in mouse epidermis. With a goal of isolating the effects of TRPA1 in keratinocytes, we used a *K14Cre mouse* expressing Cre recombinase under the keratin 14 promoter [18]. Since keratin 14 is expressed in cells of the ectoderm [17], Cre recombinase will thus be expressed in all keratinocytes of the epidermis, as well as in sebaceous and sweat glands, but will be absent from mesodermal-derived cells such as fibroblasts or other cells of the dermis and subcutaneous tissues. We mated *K14Cre* mice with *Trpa1*^fl/fl^ mice to generate *K14Cre-Trpa1*^fl/fl^ (mutant) mice (**S1 Fig**). *K14Cre-Trpa1*^*+/+*^ mice were used as controls. It was confirmed that Cre-mediated recombination created an excision product specifically within the epidermis of Cre^+^ animals (**Fig 1A**). In addition to confirming the expression patterns of *Trpa1* in control mouse epidermis, it was also necessary to evaluate the efficiency and selectivity of the knockout of *Trpa1* within keratin 14-expressing cells.

**Fig 1:**
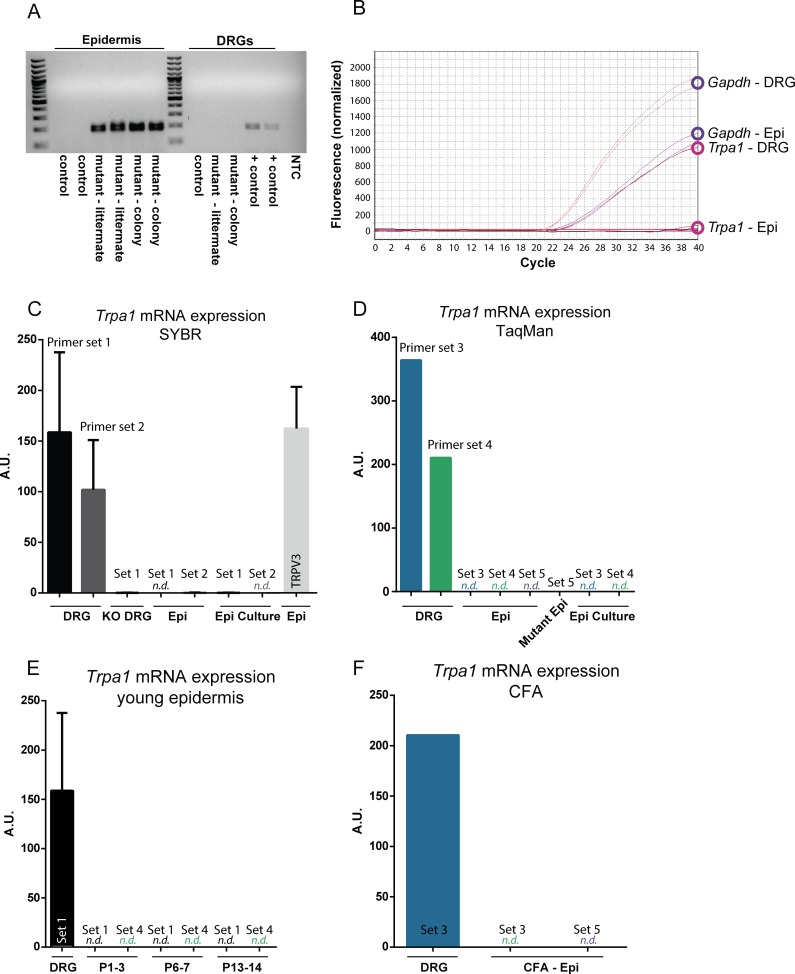
*Trpa1* mRNA is poorly detected in mouse epidermal keratinocytes. (**A**) Following Cre-mediated recombination of genomic *Trpa1* DNA, an excision product is amplified in the epidermis of *K14Cre*-*Trpa1*^fl/fl^ mice (left), but not in the control (*K14Cre-Trpa1*^*+/+*^) mice. Mutant mice (*K14Cre-Trpa1*^*fl/fl*^) mice were either from an independently maintained colony (mutant-colony), or generated as littermates from heterozygous breeders (mutant—littermate). No excision product was observed in the DRGs of either control or mutant mice. Positive control band was obtained from DRG tissue from an *AdvillinCre-Trpa1*^*fl/fl*^ mouse (right). For panels B-F, mRNA was isolated from DRG and epidermis from control mice. (**B**) Amplification plot showing *Gapdh* and *Trpa1* mRNA transcript amplification. *Gapdh* was consistently detected and quantified in both DRG and epidermal samples (top). *Trpa1* mRNA was strongly detected in DRG samples; however, the same PCR protocol did not detect measurable *Trpa1* in epidermal samples (bottom). (**C**) Two different primer sets to detect *Trpa1* were effective in measuring *Trpa1* from DRG samples using SYBR Green qPCR, but did not amplify *Trpa1* from epidermal samples or cultured epidermal keratinocytes. Primer set 1 targets exons 22–23 within the deleted pore region of *Trpa1*; primer set 2 targets exons 17–19, upstream of the deleted pore region. (**D**) Three sets of Taqman primer-probes were similarly unable to detect *Trpa1* transcripts in control epidermis. Primer set 3 targets exons 13–14, set 4 targets exons 22–23, and set 5 targets exons 23–24 of *Trpa1*. (**E**) Neither qPCR for exons 22–23 (set 1) nor exons 22–23 (set 4) were capable of detecting *Trpa1* in neonatal mouse epidermis. (**F**) Two days after hindpaw injection of CFA, *Trpa1* remained undetected in epidermis. *N*.*d*. denotes transcript not detected.

Since the epidermis is comprised of roughly 95% keratinocytes [19], and since keratin 14 has largely been accepted as a keratinocyte-selective marker, we isolated mRNA from the glabrous hindpaw epidermis of control mice. To our surprise, *Trpa1* mRNA was undetectable in control mouse epidermis (**Fig 1B and 1C**). We questioned whether the primer set initially used was not ideally suited for low copy number transcripts or whether it did not target a stable part of the *Trpa1* mRNA sequence despite qPCR protocol optimization; therefore, we repeated this assay using an additional primer set designed to target exons upstream of the pore regions (primer set 2; **Fig 1C**). While no *Trpa1* was reliably detected in mRNA isolated from epidermal samples, *Trpa1* transcripts were easily detected in DRGs. Further, other genes including *Trpv3*, known to be expressed in keratinocytes [20], and also a common housekeeping gene, *Gapdh*, were both consistently detected in mRNA isolated from the epidermal samples (**Fig 1B and 1C**). We next attempted to measure *Trpa1* expression in skin using three TaqMan probe-based assays for gene expression analysis (LifeTechnologies), as these assays have been externally validated and the inclusion of a sequence-specific probe could enhance our ability to detect *Trpa1*-specific signal, even at low expression levels (primer sets 3, 4, 5; defined in **S1 Table**, **Fig 1D**). Again, these assays showed minimal to no expression of *Trpa1* in the epidermis. Overall, these data are consistent with the recent Liu *et al*. report that wildtype mouse epidermis does not contain detectable *Trpa1* transcripts [16].

We next considered that, despite an apparent lack of *Trpa1* expression in adult skin, there might have been *Trpa1* expression in keratinocytes early in development to initiate or ultimately modulate keratinocyte function in mechanosensation. We obtained skin samples from a range of embryonic stages, including E10.5, E12.5, E14.5 and E16.5, from the *K14Cre-tdTomato* reporter mice. tdTomato-expressing keratinocytes were dissociated and isolated via fluorescence-activated cell sorting (FACS), and qPCR was performed on RNA isolated from these cells. No *Trpa1* expression was reliably observed in these samples from control or mutant animals at any developmental stage (not shown). Further RT-PCR of samples isolated from glabrous epidermis at ages P1 through P14 similarly revealed a lack of *Trpa1* mRNA, consistent with our findings in adult epidermal tissues (**Fig 1E**). We also considered the possibility that *Trpa1* mRNA levels were maintained tonically in the epidermis at such low levels that they are essentially undetectable. Others have demonstrated elevations in *Trpa1* mRNA expression in the DRG following an inflammatory injury [21], so we next asked whether an acute inflammation could raise levels of *Trpa1* mRNA in the epidermis into the detectable range. However, even 2 days after CFA inflammation in the hindpaw, no *Trpa1* mRNA was detected in the epidermis (**Fig 1F**).

The only method that could more consistently detect *Trpa1* transcripts involved gene-specific primers for reverse transcription prior to qPCR for *Trpa1* to increase our possible chances of amplifying any *Trpa1* transcripts (**Fig 2A**). Here, *Trpa1* was observed at low levels in both control *K14Cre-Trpa1*^fl/fl^ and mutant *K14Cre-Trpa1*^fl/fl^ epidermis, but was undetected in a global *Trpa1* knockout mouse. Even then, due the incredibly low levels of *Trpa1*, we were unable to observe a difference in *Trpa1* transcripts between the control and *K14Cre-Trpa1*^fl/fl^ epidermis. Further, additional experiments using *in situ* hybridization were unable to detect *Trpa1* in the epidermis, and likewise could not distinguish between control and mutant tissues (data not shown). Therefore, either the current range of detection may be too low to observe or quantitate any knockdown of *Trpa1*, or perhaps more likely, the few transcripts detected may have arisen from other cell types within the epidermal preparations.

**Fig 2:**
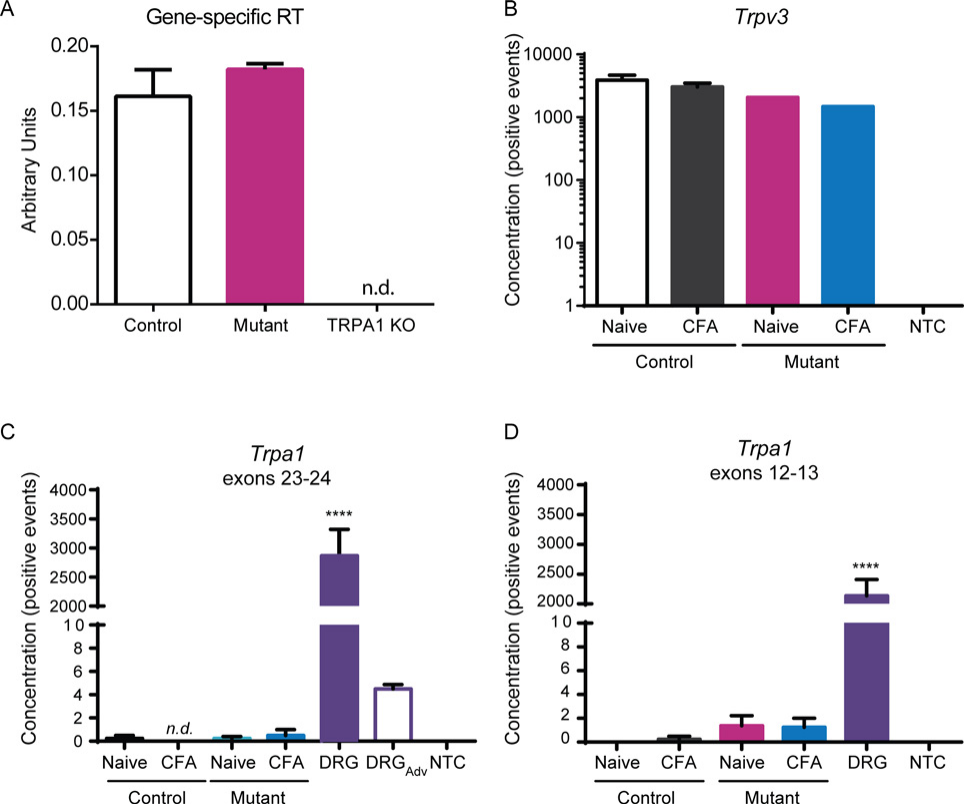
No *Trpa1* knockdown is observed in epidermis of mutant (*K14Cre-Trpa1*^*fl/fl*^) mice compared to controls (*K14Cre-Trpa1*^*+/+*^). (**A**) Gene-specific primers to improve reverse transcription of *Trpa1* were used prior to targeted amplification of *Trpa1*. This sensitive method detected a very small amount of *Trpa1* transcripts within hindpaw epidermis, and the amplification was equivalent between control and mutant samples. (**B-D**) Quantitative digital-droplet PCR was performed on samples isolated from epidermis of control and mutant mice. (**B**) TRPV3 was efficiently detected in all samples tested. No template control (NTC) bars denote ddPCR performed with no cDNA added. (**C**) ddPCR for exons 23–24 of *Trpa1* (within the loxp-flanked region) detected ample transcripts within the DRG samples. On average, less than one positive event per entire reaction volume was detected in both control and mutant samples. A control sample of DRG tissue from an *AdvillinCre-Trpa1*^fl/fl^ mouse shows that Cre-mediated recombination in a different tissue (sensory neurons) reduces *Trpa1* mRNA detection (DRG_Adv_). (**D**) ddPCR for exons 12–13 detected on average less than one positive event per epidermal sample. *N*.*d*. denotes transcript not detected. **** *P<*0.0001, compared to every other bar.

In a continued search for *Trpa1* expression in mouse keratinocytes, we next used digital droplet PCR (ddPCR), an additional sensitive assay that can be used to detect very low mRNA expression levels. Efficacy of the procedure was first addressed by obtaining reasonable expression levels of *Trpv3* in all samples tested (**Fig 2B**). As in traditional qPCR, this assay revealed minimal to no expression of *Trpa1* in the epidermis, while it detected a very high expression of *Trpa1* in DRGs, as expected (**Fig 2C and 2D**). Epidermal samples had on average less than one single positive event representing *Trpa1* expression per sample. Importantly, this single event was the derived from the cumulative mRNA isolated from *thousands* of keratinocytes.

### K14Cre-Trpa1^fl/fl^ Mutant Mice Exhibit Impaired Mechanosensitivity

Despite observing an often-undetected level of baseline *Trpa1* expression within control mouse epidermis, and consequently no further reduction of *Trpa1* mRNA expression in mutant epidermis, we surprisingly still observed a prominent phenotypic deficit in the mutant mice. First, we observed that the *K14Cre-Trpa1*^fl/fl^ mutant mice have a striking deficit in behavioral mechanosensation. Mutant mice displayed decreased mechanical sensitivity by exhibiting a 2.8-fold increase in paw withdrawal thresholds (**Fig 3A**), a 60% decrease in response to a suprathreshold (3.31 mN) von Frey filament (**Fig 3B**), and a 15% decrease in response to a spinal needle prick (**Fig 3C**) compared to control mice. We also assessed responses to innocuous light touch. Testing behavioral responses to light touch applied to the plantar hindpaw, we found a 49% decrease in response to light punctate force (**Fig 3D**) and a 46% decrease in response to dynamic gentle stroke in mutant mice (**Fig 3E**).

**Fig 3:**
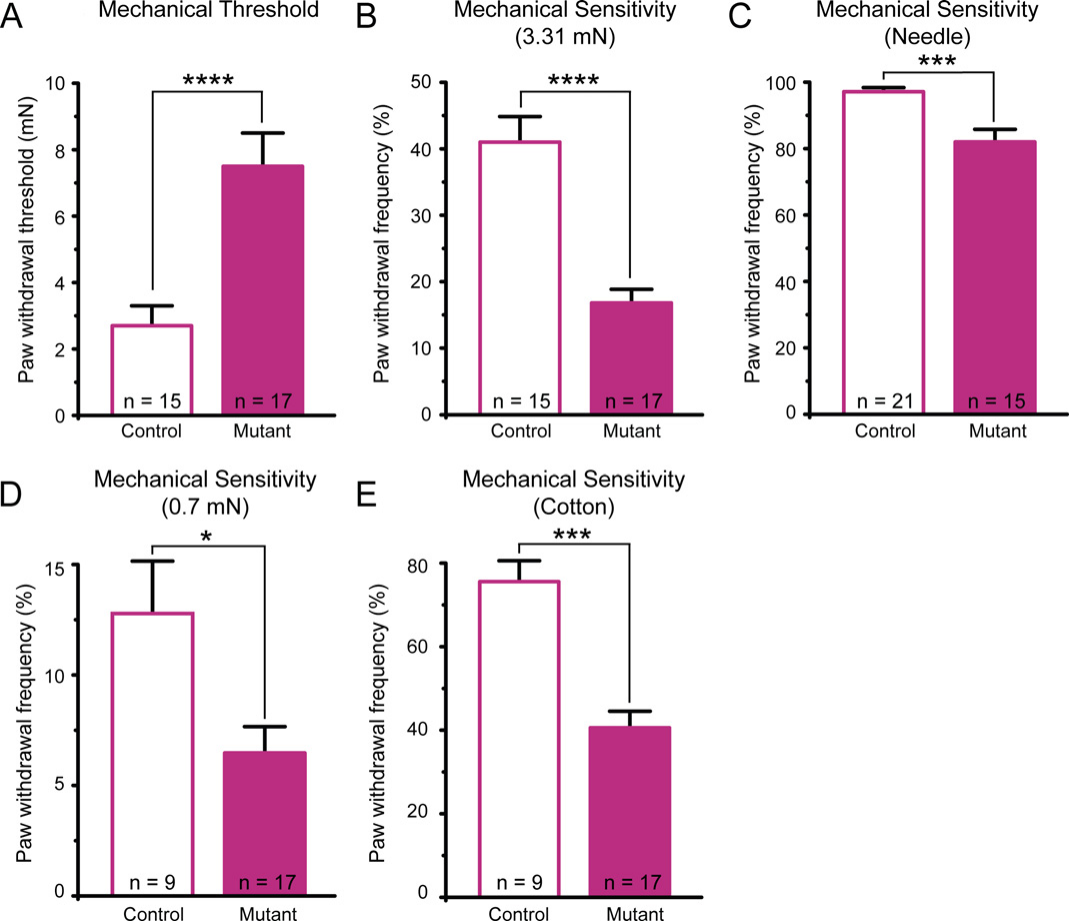
Mutant mice (*K14Cre-Trpa1*^fl/fl^) exhibit decreased behavioral sensitivity to noxious and gentle mechanical stimuli. (**A**) Paw withdrawal responses revealed markedly elevated thresholds in mutant mice. (**B**) Mutant mice had significantly fewer responses to repeated application of a 3.31 mN von Frey filament. (**C**) Mutant mice responded less frequently to repeated applications of a spinal needle. (**D**). Mutant mice responded less frequently to repeated, punctate application of a 0.7 mN von Frey filament to the plantar hindpaw. (**E**) Mutant mice exhibited decreased responses to gentle stroking puffed-out cotton swab applied to the hindpaw. * *P*<0.05; *** *P*<0.001, **** *P<*0.0001. Data reported as mean ± s.e.m.

In contrast, the mutant mice showed no deficits in thermal sensitivity. Behavioral responses to heat were not different between the mutants and controls (**Fig 4A**). Cold sensitivity was assessed by placing mice on either a 0° or 10°C cold surface for 5 minutes and quantifying response latency. There were no differences in response latency between mutant mice and controls at either 0°C and 10°C (**Fig 4B and 4C**). Together, these data suggest that the baseline sensory deficits in these mutants were restricted to mechanosensation.

**Fig 4:**
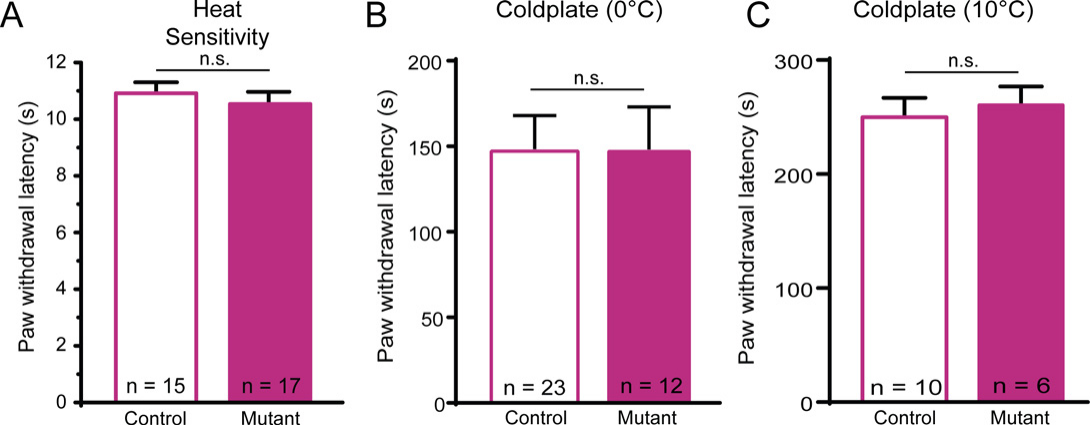
Mutant mice have normal behavioral thermal sensitivity. (**A**) Mutant and control mice did not differ in latency to respond to a heat lamp directed at the plantar hindpaw. (**B-C**) Mutant and control mice exhibited similar paw lift response latency to a cold plate at either 0°C (B) or 10°C (C). Data reported as mean ± s.e.m. *N*.*s*. denotes not significant.

Since reductions in behavioral mechanosensitivity may be mediated by decreased activity of sensory afferents, we asked whether the firing of nociceptive peripheral sensory neurons was also impacted by the targeted deletion of *Trpa1* from K14-expressing cells. We used the *ex vivo* skin-nerve preparation, which allows the sensory terminals to remain in their native anatomical arrangement with keratinocytes and other skin cells *in situ*. We recorded action potentials in single sural nerve afferents that innervate the plantar glabrous skin tested in behavioral assays. C fiber nociceptors exhibited a pronounced decrease in action potential firing rates in mutant skin-nerve preparations at all forces tested, reaching a 46% reduction in action potentials fired at 100 mN (**Fig 5A and 5B**).

**Fig 5:**
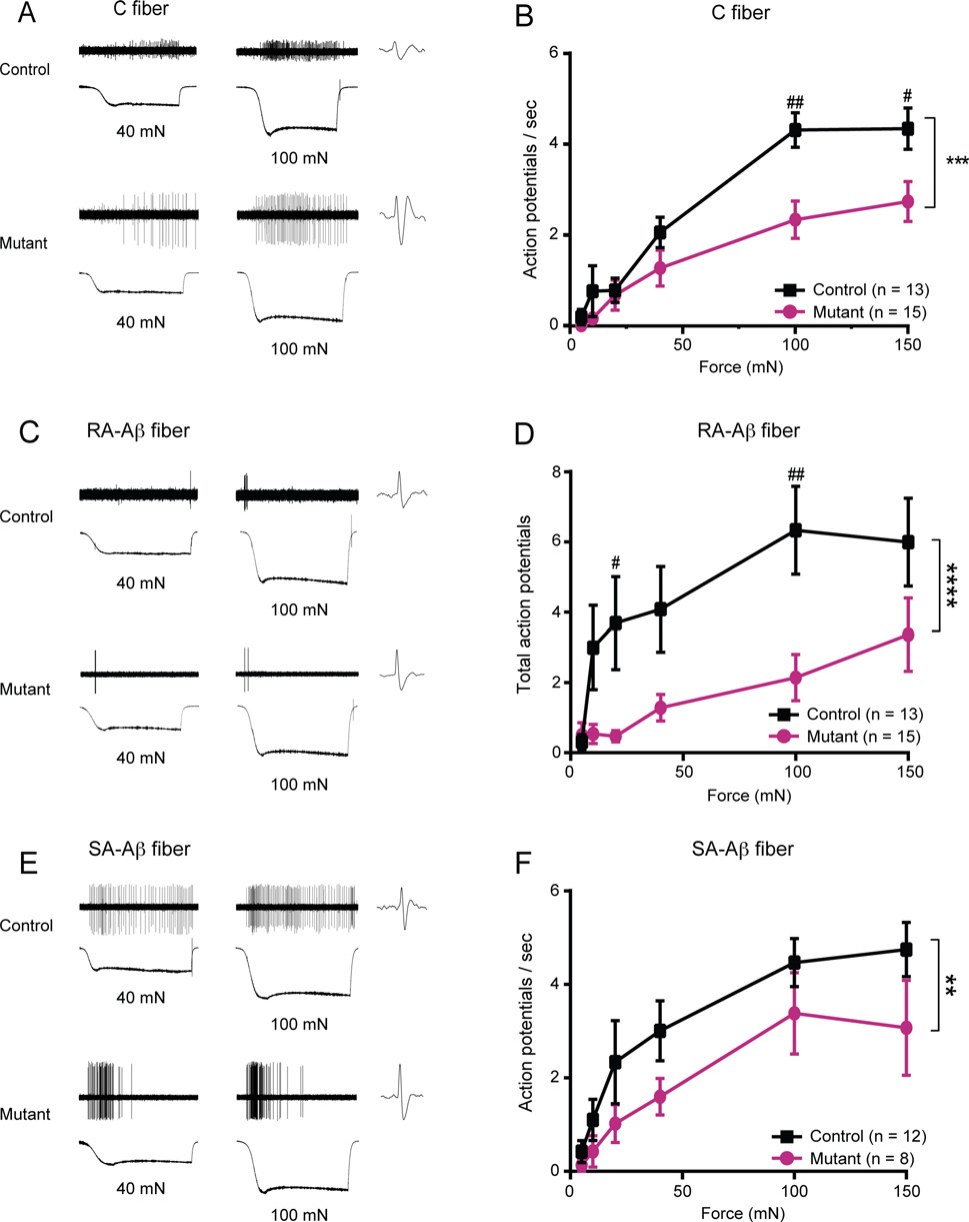
Mutant mice exhibited decreased mechanically-evoked action potential firing. Glabrous skin-sural nerve preparations were dissected from mutant and control mice. (**A**) Examples of responses of single C fiber nociceptors to 40 and 100 mN stimuli, shown for both a control fiber (top) and a mutant fiber (bottom). (**B**) Average action potential firing rate of mutant fibers compared to control was significantly reduced in C fibers innervating glabrous skin. (**C**) Sample RA-Aβ fiber responses from control (top) and mutant (bottom) glabrous skin recordings at forces of 40 and 100 mN. (**D**) Mutant RA-Aβ fibers fired significantly fewer total action potentials compared to control fibers. By 100 mN, there was a 73.8% reduction in the action potential firing rate in mutants compared to the firing rate in controls at 100 mN. (**E**) Example responses of a control (top) and mutant (bottom) SA-Aβ fiber in response to 40 and 100 mN stimulation. (**F**) Action potential firing rate in mutant SA-Aβ fibers was significantly decreased compared to control fibers, with a cumulative 31% reduction in action potentials fired across all forces tested. ** *P*<0.01; *** *P*<0.001, **** *P*<0.0001 comparing overall responses between control and mutant fibers. # *P*<0.05, ## *P*<0.01 comparing action potential firing at a single force. Data reported as mean ± s.e.m.

In agreement with the innocuous light touch behavior, *ex vivo* sural skin-nerve recordings revealed a marked deficit in light-touch afferent terminals. Rapidly-adapting Aβ (RA-Aβ) fibers, which innervate Meissner’s corpuscles in glabrous skin, from mutant mice fired fewer action potentials across all forces, for example showing a 66% percent reduction in total action potentials fired at 100 mN (**Fig 5C and 5D**). Furthermore, glabrous slowly-adapting Aβ (SA-Aβ) fibers, many of which innervate Merkel cells, exhibited a significant decrease in total mechanically-evoked action potentials as well (**Fig 5E**). No deficits in conduction velocity or von Frey thresholds were found for any fiber type in mutant mice (**S2 Table**).

### Inflammatory Hypersensitivity Is Impaired in Mutant Mice

Since the results of the baseline characterization of the mechanosensitivity in this *K14Cre-Trpa1*^fl/fl^ mutant were striking, we next asked how inflammation might impact its behavioral and sensory physiology. In accordance with the decreased baseline sensitivity, we questioned whether the mutant mouse might also be protected from inflammatory hypersensitivity. Indeed, inflammation induced by hindpaw injection of CFA resulted in a marked reduction in inflammatory hypersensitivity in mutant mice when compared to control mice. In the CFA-injected control paw, we observed heightened mechanical sensitivity that included a 4.7-fold decrease in paw withdrawal threshold and a 3.1-fold increase in paw withdrawal frequency to repeated application of a suprathreshold force compared to saline-injected controls (**Fig 6A**). In contrast, CFA-injected mutant mice showed no change in paw withdrawal threshold compared to saline-injected mice (**Fig 6A**). However, these mice exhibited a small, significant increase in paw withdrawal frequency after inflammation, indicating a heightened responsiveness to repeated force (**Fig 6B**). CFA-injected mutant mice reached a withdrawal frequency of 26.7%, while control mice responded at a rate of 70%. Therefore even during inflammatory pain, mutant mice exhibited a 62% reduction in responses to mechanical stimuli compared to inflamed control mice, and showed only a mild mechanical sensitization following hindpaw inflammation. Importantly, CFA inflammation induced an increase in total paw thickness and width in both control and mutant mice (**Fig 6C and 6D**), which contrasts the limited impact of inflammation on mechanical threshold in the mutant mice. There were no differences in paw thickness or width in PBS injected animals. Following CFA-induced inflammation, mutant animals had a slight but significant reduction in paw thickness compared to controls, while width was similar between control and mutant mice after CFA (**Fig 6C and 6D**).

**Fig 6:**
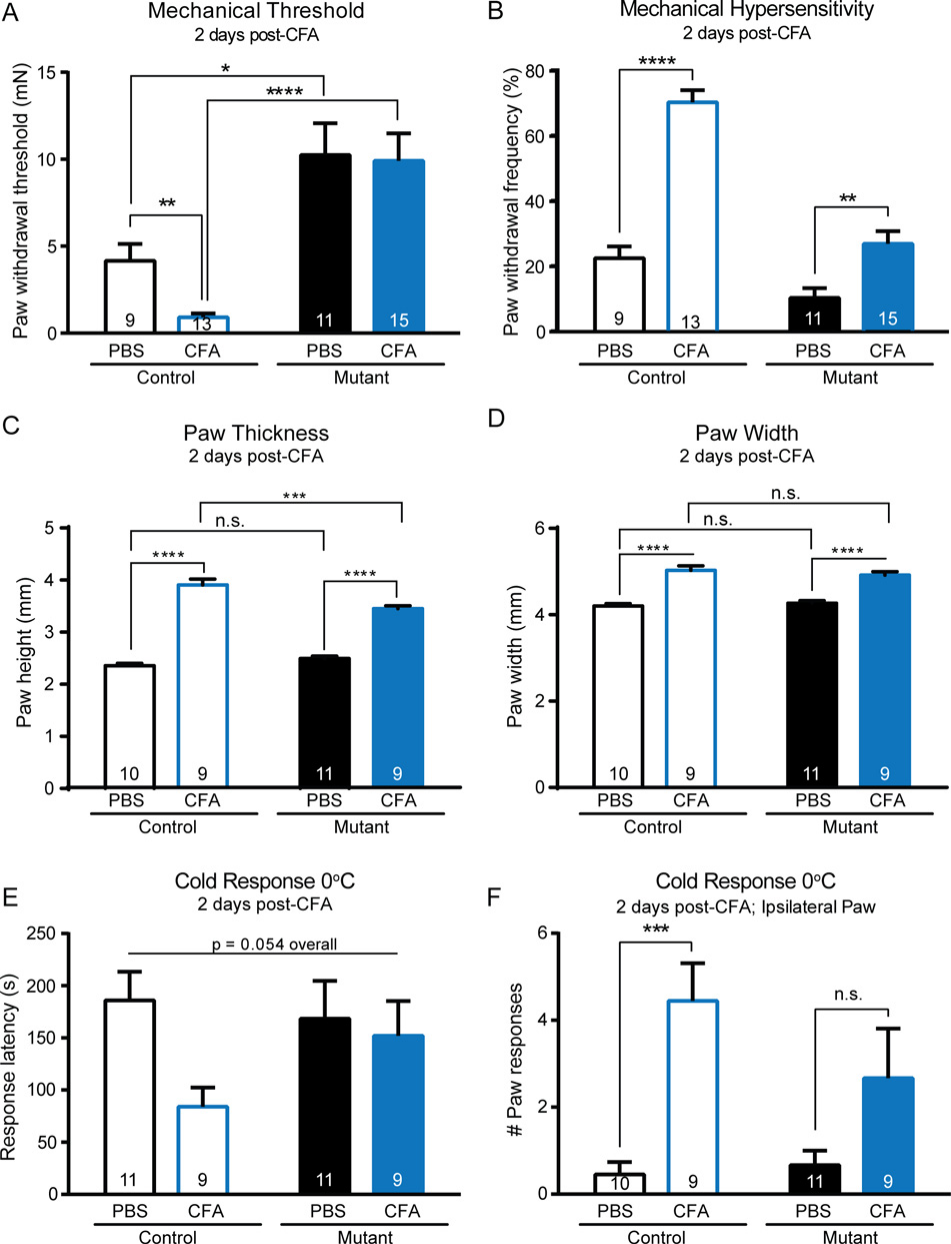
Mutant mice exhibit minimal inflammatory allodynia and hyperalgesia two days after CFA injection. (**A**) Following injection of CFA into the hindpaw, control mice exhibited a marked increase in mechanical sensitivity following CFA injection into the hindpaw as indicated by the reduction in paw withdrawal threshold. In contrast, no changes in threshold were observed in mutant mice treated with CFA. After inflammation, there remained a striking difference in paw withdrawal threshold between mutant and control animals. Analysis was performed using a 2-way ANOVA with *post hoc* analysis via Mann-Whitney *U* tests with Bonferroni adjustment. (**B**) As indicated by a significant increase in paw withdrawal frequency to repeated application of a 3.31 mN force (left), control mice displayed hypersensitivity after CFA injection. Mutant mice exhibited a smaller, yet significant, increase in withdrawal frequency (right). (**C**) CFA injection induced an increase in the injected paw thickness of both control and mutant mice. Following CFA, control paws were significantly thicker that mutant paws, though the effect size was limited. (**D**) Similarly, CFA increased paw width in both control and mutant mice. (**E**) There were no overall differences in paw withdrawal latency to a 0°C cold plate, though there was a strong trend suggesting CFA may have decreased cold withdrawal latency only in the control mice. (**F**) CFA greatly increased the *number* of paw lifts and responses to a 0°C cold plate in control mice, and did not significantly increase paw responses in mutant mice. * *P*<0.05, ** *P*<0.01; *** *P*<0.001, **** *P*<0.0001.

In addition, behavioral cold sensitivity was assessed in the mouse strains 2 days after CFA-induced inflammation (**Fig 6E and 6F**). In control mice injected with CFA, the response latency to 0°C cold was reduced 55% compared to saline-injected controls, though an overall two-way ANOVA did not detect statistical significance (*p* = 0.0538; **Fig 6E**). Additionally, CFA inflammation caused a sharp increase in the number of paw responses (lifts, flicks, raises) in the injected paw of control mice (**Fig 6F**). However, cold hypersensitivity appeared to be absent in CFA-injected mutant mice, as there was no significant difference in either initial response latency or number of paw responses in the saline-injected compared to CFA injected mutant mice (**Fig 6E and 6F**). Overall, the collective data thus far show that these mutant mice have a significant impairment to both noxious and innocuous mechanical stimuli in naïve conditions, and disrupted mechanical and cold sensitization after inflammation.

### Alternative Sources of Sensory Disruption in the Mutant Mice

In spite of the strong behavioral and electrophysiological phenotypes observed, the lack of detectable *Trpa1* mRNA expression in epidermis strongly suggested that the phenotype might not be directly caused by to the selective knockout of functional *Trpa1* from keratinocytes. Consequently, alternative mechanisms had to be explored. We first sought to ensure that the mutant mice did not have ectopic, unexpected localization of Cre recombinase activity. Tissue samples from *K14Cre*-*tdTomato* reporter mice were obtained and imaged. tdTomato expression was clearly observed in the keratinocytes of the epidermis of both hairy and glabrous skin (**Fig 7A and 7B**), and also appeared in structures that appeared to be sebaceous glands in the glabrous skin. Others have previously observed K14-mediated expression in other epithelial tissues, as well as the thymus and liver of embryos [22]. No tdTomato expression was observed in the DRG (**Fig 7C**), saphenous nerve, or brain slices from these mice (data not shown), suggesting that Cre activity was restricted to expected tissues, and thus would not have mediated TRPA1 disruption in the nervous system.

**Fig 7:**
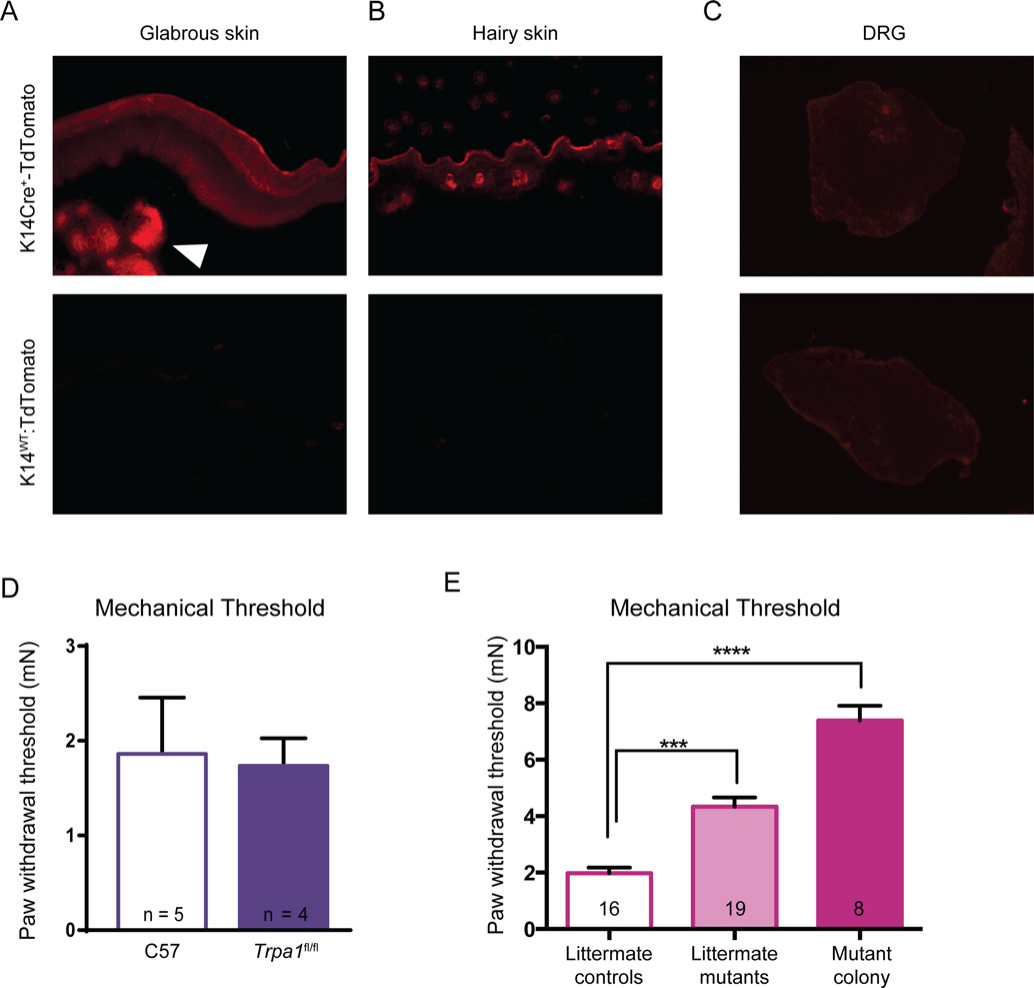
Cre recombinase activity was visualized in epidermal tissues of *K14Cre-tdTomato* reporter mice. (**A-B**) tdTomato reporter fluorescence was observed in the epidermis of both glabrous and hairy skin sections, as expected. In glabrous skin, reporter fluorescence was also observed in sebaceous glands (arrowhead). Bottom row presents the lack of fluorescence in the *tdTomato*^LSL^ mice in the absence of the *K14Cre* allele. (**C**) No tdTomato reporter fluorescence was detected in the DRG of either control or mutant animals, suggesting no ectopic Cre recombinase activity was present in these sensory neurons. (**D**) Importantly, in the absence of the *K14Cre* allele, the *Trpa1*^fl/fl^ mice did not show any mechanical sensory deficit compared to wildtype C57BL/6 mice. (**E**) Mutant animals from the same litters as controls exhibited significant elevated mechanical thresholds (littermate mutants vs. littermate controls). Furthermore, although there was a trend for the mutant animals from the independent colony to have an even greater mechanosensitivity deficit, their mechanical thresholds were not statistically different from those of littermate mutant animals (*p* = 0.0503). Analysis was performed via Kruskall-Wallis and a Dunn’s *post hoc* test. *** *P*< 0.001, **** *P*< 0.0001.

We also addressed whether the loxP sites inserted into the introns of the *Trpa1* sequence had an impact on behavioral sensitivity even in the absence of Cre activity. *Trpa1*^fl/fl^ animals had similar behavioral mechanical thresholds as naïve C57BL/6 mice, suggesting the loxP sites had no intrinsic ability to disrupt *Trpa1* mRNA or channel formation (**Fig 7D**). It was also important to consider whether insertion of loxP sites flanking exons 22–24 of the *Trpa1* locus may have unintentionally altered the sequence of another gene on the opposite strand of DNA. Therefore, Cre-mediated recombination within K14 expressing cells could have altered an important functional non-coding DNA element within those cells. However, there are no annotated genes on the opposite strand in this location in mouse (chromosome 1qA3); likewise, there are no known promoters, enhancer regions, miRNAs, or lncRNAs located in this immediate region, as annotated in the UCSC genome browser using the 2011 annotation of the mouse genome (mm10) [23]. However, this search cannot exclude the possibility that such genetic components exist but have not yet been annotated.

As a final control, we reconstituted additional *K14Cre-Trpa1*^fl/fl^ animals such that littermate controls (*K14Cre-Trpa1*^+/+^) would be available for direct comparison in an effort to control as much background genetic variation as possible. These new *K14Cre-Trpa1*^fl/fl^ animals should have the same Cre recombinase activity and deletion of exons 22–24 of the DNA encoding *Trpa1* as in the original mutant mice described above. When the littermate control mice were compared behaviorally to age-matched littermate mutant *K14Cre-Trpa1*^fl/fl^ mice, we were able to replicate that there was a significant impairment in behavioral mechanical sensitivity in the littermate mutant *K14Cre-Trpa1*^fl/fl^ mice (**Fig 7E**).

Since the body of evidence describing the mechanosensitivity deficit could not be linked to the deletion of *Trpa1* in keratinocytes or in other sensory tissues, the diminished mechanosensation in these mice required further exploration. Four possible candidate tissue sites could be responsible for the observed deficit in mechanosensation in the mutant mice: skin ultrastructure or skin function, direct or indirect effects from the immune system, primary sensory neurons, or the central nervous system.

### Skin Structure, Function and Inflammatory Infiltration

To examine skin and subcutaneous structure of the paw, we first performed hematoxylin and eosin staining on hindpaw cross-sections from naïve control and mutant animals to identify any gross morphological differences. The mouse cohorts were indistinguishable from one another in morphology and architecture of the skin, subcutaneous muscle tissue, and metatarsal bones (**S2 Fig**). We next asked whether the overall inflammatory and immune cell response following CFA injection was impaired in these mutant mice. Keratinocytes mediate much of the immune response in the skin, in part through the release of pro-inflammatory mediators such as interleukin-6 (IL-6) or interleukin 1β (IL-1β), which can mediate mechanical hyperalgesia [24–26]. We assessed the stained hindpaw cross-sections of mice 2 days after injection of CFA, and noted a similar degree and distribution of inflammation between genotypes, with each genotype exhibiting an extension of inflammation from the injection site in the plantar area, around the periphery of the paw, and also involving the dorsal subcutaneous tissue. Throughout the subcutaneous space of the injected hindpaws, there was a mixed inflammatory infiltrate comprised of macrophages, neutrophils, and lymphocytes, consistent with the expected inflammatory response to this type of injury (**S3 Fig**). Importantly, there was no apparent difference in cellular constituents of the inflammatory response or level of edema when comparing cross sections of control and mutant hindpaws, despite total paw thickness being slightly reduced in CFA mice following inflammation (**Fig 6C**). Thus, the difference in behavioral responses after inflammation does not appear to be mediated by either skin ultrastructure or recruitment of cellular inflammatory mediators.

### Impaired Signaling between Keratinocytes and Sensory Neurons

Since there was a notable phenotype at the skin-nerve level, we next operated under the assumption that there was either decreased keratinocyte signaling to sensory neurons, or decreased excitability of sensory neurons. We also questioned whether there may be additional phenotypic deficits at the level of the keratinocyte, since this was the site of Cre-mediated recombination, and perhaps an off-target effect may have impacted the function of this cell type.

We first considered chemical signaling from keratinocytes. ATP has emerged as a leading signaling molecule released from cultured keratinocytes in response to heat, and can activate purinergic ion channels (P2X3, P2X2/3) expressed on sensory terminals [9,27,28]. Further, ATP is released from isolated keratinocytes in response to mechanical stimuli [1,6]. Therefore, we measured mechanically-evoked ATP release from keratinocytes as punctate force was applied to isolated glabrous skin. An enzyme-coated probe was inserted in the skin of control mice to record ATP release *in situ* as a 20 mN von Frey filament was applied to the skin for 10 seconds. The ATP concentration transiently peaked during the mechanical stimulation and continued to decay after force removal (**Fig 8A**). These data show for the first time that ATP release is rapidly evoked by force applied to the skin.

**Fig 8:**
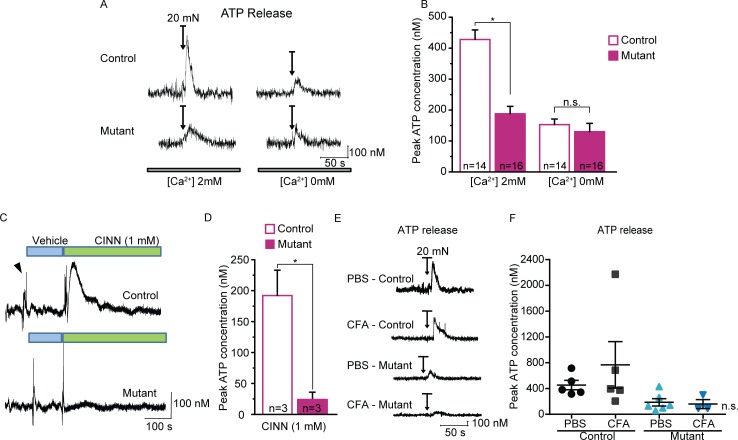
Decreased mechanically- and chemically-evoked ATP release in mutant glabrous skin. (**A**) Example traces of ATP release transient measured from control (top) and mutant (bottom) glabrous skin in response to a 10s, 20 mN mechanical stimulation (applied when indicated by arrows). (**B**) Peak ATP measurements were markedly decreased from the mutant skin compared to control skin. ATP responses from both control and mutant skin were greatly reduced when performed using a calcium-free extracellular solution. (**C**) Sample ATP release traces in response to application of 1 mM cinnamaldehyde (CINN; indicated by green bars). (**D**) Chemically-induced ATP release was greatly reduced in glabrous skin of mutant animals. (**E**) Examples of ATP recordings from control and mutant glabrous skin excised from mice treated with either PBS or CFA. (**F**) Maximal ATP release was not significantly different between PBS and CFA-treated animals of either genotype; a single animal treated with CFA did show a substantially elevated peak ATP response. * *P*<0.05. Data reported as mean ± s.e.m.

Next, we asked whether the mutant mice have altered ATP releasing capabilities in response to mechanical probing. Interestingly, we found that the peak force-evoked ATP release was substantially reduced by over half (55%) in skin from mutant mice compared to controls (**Fig 8B**, left). We hypothesized that ATP release is likely to be calcium-dependent, since activation of a mechanosensitive ion channel in keratinocytes likely triggers this process. We found that mechanically-evoked ATP release in control skin was reduced by 65% in the absence of extracellular Ca^2+^ compared to a physiological level of extracellular calcium (2 mM), and this reduced ATP release in control skin was at a level comparable to that in the mutant skin (**Fig 8A and 8B**, right). These results suggest that a calcium-permeable ion channel may be important for triggering or mediating ATP release from whole skin.

We next asked whether the ATP release was specific to mechanical stimulation, or whether it could be elicited by cinnamaldehyde, a chemical agonist of TRPA1. Cinnamaldehyde applied directly to the skin evoked a large, extended release of ATP from control skin that was virtually absent in mutant skin (**Fig 8C and 8D**). Given that little to no *Trpa1* mRNA expression was identified in keratinocytes, this response to cinnamaldehyde might not to be due to activation of keratinocytes, but rather is likely an indirect effect through activation of sensory neurons, or even fibroblasts. This finding suggests that the skin from the mutant animals may have a more generalized deficit in releasing ATP, regardless of the source or modality of stimulation.

Finally, we quantified mechanically-evoked ATP release after inflammation. Two days after CFA, there was a trend toward increased mechanically-evoked ATP release from control skin compared to non-inflamed skin. However, this trend was not significant, and was mediated by a single outlier with an exceptionally high peak ATP release. Mechanically-evoked ATP release from inflamed mutant skin was unchanged from saline-injected mutants (**Fig 8E and 8F**).

### Sensory Neurons from Mutant Mice Have Only Subtle Deficits in Chemical Responsiveness

As a second possibility, we sought to evaluate whether the mutant mice may have a generalized deficit in sensory neuron excitability or function. To address this, we tested the responsiveness of isolated small-diameter sensory neurons, which include somata of many C fiber type neurons, to chemical stimuli. A similar percentage of small-diameter (<27 μm) neurons from mutant and control mice responded to the TRPA1 agonist cinnamaldehyde (**Fig 9A**). Control and mutant small-diameter neurons also had a similar magnitude calcium increase in response to 100 μM cinnamaldehyde (**Fig 9B**).

**Fig 9:**
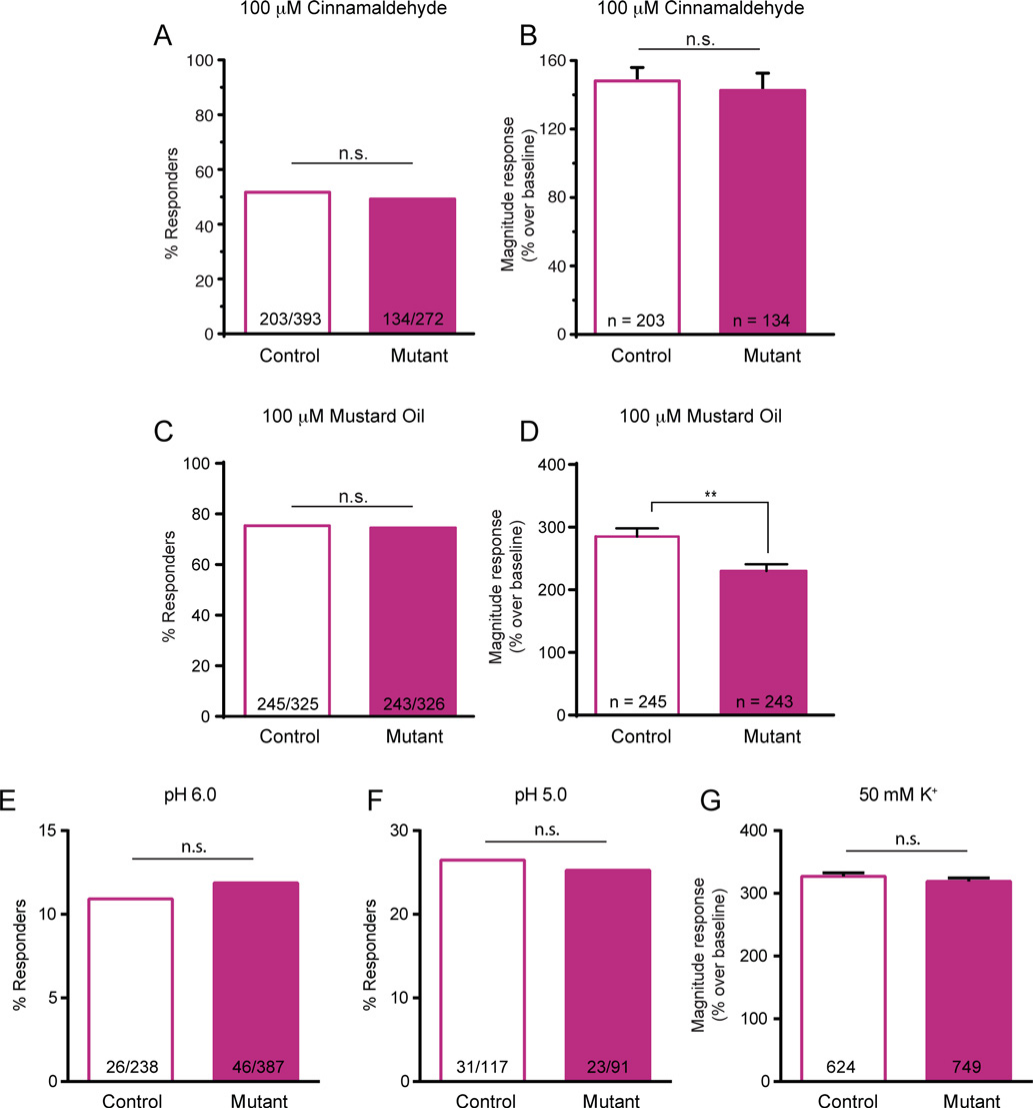
Small-diameter sensory neurons from mutant mice have relatively few deficits in chemical activation. (**A**) Calcium imaging of small-diameter DRG neurons revealed no difference in the percentage of neurons responding to the 100 μM of the TRPA1 agonist, cinnamaldehyde, when comparing control and mutant neurons. (**B**) Magnitude response to cinnamaldehyde was similar between naïve control and mutant small-diameter neurons. (**C-D**) A similar proportion of control and mutant small-diameter neurons responded to another TRPA1 agonist, mustard oil (100 μM; 3 mice per genotype). However, there was a subtle decrease in the magnitude calcium response in mutant compared to control neurons. (**E-F**) Control and mutant sensory neurons responded similarly to application of acidic solutions of pH 6.0 (E) or pH 5.0 (F). (**G**) Combining across multiple experiments, the magnitude response to a depolarizing stimulus of 50 mM K^+^ was similar between control and mutant small-diameter neurons. ** *P*<0.01.

A similar proportion of naïve control and mutant neurons also responded to an additional TRPA1 agonist, mustard oil (**Fig 9C**). These data suggest that a normal number of C fiber type sensory neurons from mutant mice express functioning TRPA1 channels, as would be expected. However, neurons from the mutant mice exhibited a slight deficit in the calcium increase in response to 100 μM mustard oil, with a response 19% smaller than controls (**Fig 9D**). To further assess the excitability of the sensory neurons from these mice, we next stimulated the neurons with an acidified buffer. First, cells were exposed to an extracellular buffer at a pH of 6.0, which caused a significant calcium influx in approximately 10% of the small-diameter neurons from both mouse lines (**Fig 9E**). Additionally, roughly 25% of neurons from both control and mutant mice responded to a pH 5.0 stimulus (**Fig 9F**). In each of these experiments, exposure to 50 mM K^+^ was used to confirm neuronal viability. The calcium responses to potassium-induced depolarization were averaged across all experiments, and indicated that the small-diameter neurons from mutant animals responded with a similar magnitude response as control neurons (**Fig 9G**). Overall, these data suggest that the sensory neurons of naïve mutant animals do not have a global, generalized defect in neuronal activation.

### Gene Expression Profiles Identify Several Differences between Control and Mutant Mice

Thus far, our cumulative evidence suggests that the deficit leading to diminished mechanosensation is occurring at the level of the skin, with only a mild alteration in sensory neuron function. We continued searching for a mechanistic cause for the phenotype by assessing gene expression levels in both the epidermis and the peripheral sensory neurons. We performed microarray analyses on both isolated epidermis and DRGs from the control and mutant mice. mRNA was first extracted from the epidermis of naïve mice of both strains, and also from epidermis of mice of both genotypes two days after induction of inflammation with CFA. 

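The epidermis arrays formed 4 groups of 3 biological replicates: naive control (K14Cre-Trpa1+/+), naive mutant (K14Cre-Trpa1fl/fl), control 2 days after complete Freund's adjuvant (CFA) in the hindpaw, and mutant 2 days after CFA. All mice were adult males, and the mutants came from a colony kept apart from the controls. CFA-injected paws were compared with naive paws, since no vehicle-injected paws were arrayed. RNA of the glabrous hindpaw epidermis, peeled after dispase, was hybridized to GeneChip Mouse Gene 1.0 ST arrays, on which each probe set reads a whole transcript. The values used here are the authors' normalized log2 intensities from robust multi-array averaging (RMA) in Partek Genomics Suite, as deposited, with no further scaling. Of 35556 probe sets, 21789 carried 1 gene symbol, and each of 19938 genes was read from its brightest such probe set. Trpa1 was read from a whole-transcript probe set, which reports the deletion of exons 22 to 24 only in part. Array medians lay between 5.37 and 5.43 in the naive groups and between 5.44 and 5.48 after CFA. Across genes, arrays of a group correlated with r from 0.990 to 0.992 in the naive groups, from 0.986 to 0.988 in CFA control and from 0.990 to 0.991 in CFA mutant epidermis. As a background level, the 95th percentile of 1228 olfactory, vomeronasal and taste receptor genes was 4.63 in naive control, 4.62 in naive mutant, 4.74 in CFA control and 4.76 in CFA mutant epidermis. Above it were 13851, 13918, 13900 and 13773 genes in these groups, and precision is limited by the number of arrays. Where no array of a group read a gene above background, its fold is given as at least the brighter group's mean over the dimmer group's mean with each value raised to the array's background level. All 12 arrays entered 1 linear model with a mean per group, with limma's moderated test for each contrast and Benjamini-Hochberg adjustment over genes. Each gene had 1 spread for all 4 groups. Some interferon genes varied far more after CFA, such as Iigp1, with an SD of 1.74 in CFA control and 0.05 in naive control arrays. For such genes the p values between inflamed groups can be too small.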

In naïve animals, there were only a handful of differences observed between control and mutant mice. Due to the limited changes, this initial analysis was done in the absence of an FDR (false discovery rate) correction. 

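In naive mutant epidermis, 15 genes were lower than in control epidermis and 3 were higher by at least 2-fold at an unadjusted p under 0.05 from limma. Among them were alcohol dehydrogenases, which oxidize alcohols and retinol, and immediate early genes, which cells switch on within minutes of a stimulus. Of 21 genes of alcohol and retinoid metabolism, the 3 alcohol dehydrogenases Adh6a, Adh6b and Adh1 fell and no other member passed an adjusted p of 0.05, with the same 3 when adjusted over the list alone (camera adjusted p = 0.122). Of 32 immediate early genes, 16 were lower in the mutant when adjusted over the list alone, although over all genes Nr4a1 alone passed. The list's mean log2 difference was -0.45 (camera adjusted p = 1.10e-13, and adjusted p = 0.350 with an estimated correlation). The list holds Nr4a1 and Ptgs2, which the paper had already reported as lower, so its test is not independent of that report. Among its members Maff, a small basic leucine zipper factor, differed by -0.54 (SE 0.09, adjusted p = 0.0504) and the nuclear receptor gene Nr4a2 by -0.48 (SE 0.09, adjusted p = 0.0963). Hair follicle keratins and sebaceous genes had a mean of -0.39 over 15 genes (camera adjusted p = 3.19e-09, and likewise 0.350 as an adjusted p with an estimated correlation), with Krt25 at -0.80 (SE 0.19) and Krt71 at -0.73 (SE 0.20) lower when adjusted over the list alone. Its control arrays averaged 7.15, 7.12 and 7.14 and its mutant arrays 6.97, 6.36 and 6.91, and without naive mutant replicate 2 the mean difference was -0.20 (camera adjusted p = 0.000439). The activated keratinocyte list had overlapping groups (22 genes, mean -0.35, camera adjusted p = 0.0102, adjusted p = 0.653 with an estimated correlation), -0.55 without naive control replicate 2, and its call was lost without naive control replicate 3 (-0.21, camera adjusted p = 0.266) and without naive mutant replicate 2 or 3. The cell cycle list averaged -0.20 (23 genes, camera adjusted p = 0.00162, adjusted p = 0.872 with an estimated correlation), and -0.10 without naive control replicate 1 (camera adjusted p = 0.22). An unadjusted p under 0.05, without the fold threshold, was reached by 1263 genes, and the groups did not overlap in 16.1% of genes, where chance gives 10%. Counted over all probe sets, those without a gene symbol included, 129 passed both thresholds.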

Of all the genes tested, only 16 genes had a significant difference and a fold change greater than two-fold. 

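The gene of the peptide transporter Slc15a2 was 2.93-fold higher in naive mutant than in naive control epidermis, at log2 values of 7.82 ± 0.40 against 6.27 ± 0.31 (SD, n = 3 arrays per group throughout). Pnpla3, an enzyme of lipid droplets, was 2.22-fold higher (7.69 ± 0.37 against 6.55 ± 0.11), and Mgarp, a mitochondrial protein, 2.12-fold higher (6.20 ± 0.30 against 5.12 ± 0.23). The largest differences in the other direction were in the alcohol dehydrogenase gene Adh6a, 5.37-fold lower (5.07 ± 0.09 against 7.50 ± 0.81), and in Nr4a1, an orphan nuclear receptor, 4.51-fold lower (6.6 ± 0.37 against 8.78 ± 0.21). Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, was 3.83-fold lower, at 7.48 ± 0.80 against 9.42 ± 0.25. Adh1 and Adh6b were each 2.72-fold lower, and Lynx1, a modulator of nicotinic acetylcholine receptors, was 2.27-fold lower with little spread (6.45 ± 0.08 against 7.63 ± 0.05). Spon2, an extracellular matrix protein, was 2.17-fold lower at 6.29 ± 0.06 against 7.41 ± 0.28. Over all genes, Nr4a1 (adjusted p = 0.000127), Lynx1 (0.000293), Adh6a (0.00315), Adh1 and Pnpla3 (0.016 each), Adh6b (0.0174), Spon2 (0.0187) and Mgarp (0.0202) passed limma's test. Slc15a2 (log2 difference 1.55, SE 0.46, adjusted p = 0.531) and Ptgs2 (-1.94, SE 0.36, adjusted p = 0.0963) did not, and neither did Fosb (-1.23, SE 0.26, adjusted p = 0.203) and Fosl1 (-1.17, SE 0.29, adjusted p = 0.391), which encode partners of Jun in AP-1. The zinc finger gene Zfp979 (adjusted p = 0.531) had overlapping groups and no size can be given: control arrays stood at 5.57, 5.13 and 2.43 and mutant arrays, none above background, at 2.22, 2.15 and 2.84. Itpripl2 was at 6.54 ± 0.07 in the mutant and 6.66 ± 0.10 in the control (-0.13, SE 0.11, adjusted p = 0.892) on its brighter probe set. On its dimmer probe set Itpripl2 differed by -1.12 (SE 0.24, adjusted p = 0.222 over all probe sets).

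**Figure D1:**
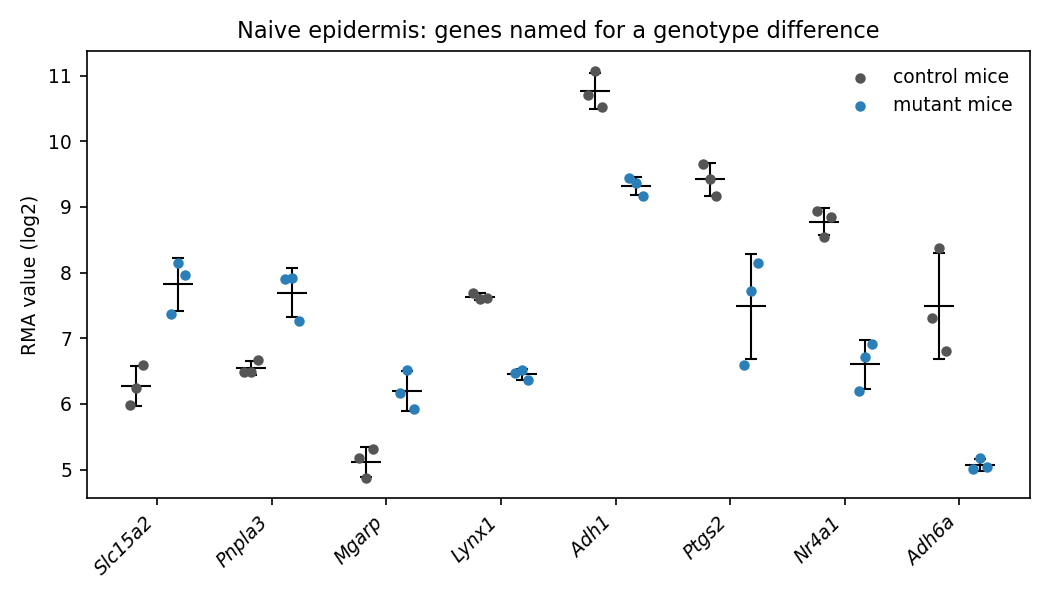
RMA log2 values of 8 genes in naive epidermis, with a point per array and bars for the mean ± SD of 3 control and 3 mutant arrays. Slc15a2, Pnpla3 and Mgarp lie higher in the mutant arrays and the other genes lower.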

Of this gene list, *Slc15a2*, *Pnpla3*, and *Mgarp* were significantly higher in the mutant epidermis, and *Adh6a*, *Adh1*, *Nr4a1*, *Ptgs2* (COX-2), *Lynx1*, and *Itpripl2* were significantly lower in the mutant epidermis (**Fig 10A**). 

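Trpa1 stood at 3.84 ± 0.07 in naive mutant and 3.8 ± 0.18 in naive control epidermis (SD, n = 3 arrays each), a log2 difference of 0.04 (SE 0.10, adjusted p = 0.976). Both are within the range of the background receptor genes, 82.8% of which were dimmer than Trpa1 in the mutant. In DRG of naive control mice Trpa1 was at 8.99, against a background level of 5.89 there, while no naive epidermis array read it above background. Since tissue medians differ, no fold is given. Trpv3, the warmth-gated channel of keratinocytes, was well expressed and nearly equal, at 7.69 ± 0.03 in the mutant and 7.71 ± 0.02 in the control. The mechanically gated channel Piezo1 was at 8.10 in the mutant and 8.02 in the control (0.07, SE 0.11), and the basal keratin Krt14 at 12.37 and 12.43 (-0.06, SE 0.07). The heat and capsaicin receptor Trpv1 differed by -0.10 (SE 0.15) and Trpc1, a cation channel, by -0.05 (SE 0.12). Piezo2, the touch channel of Merkel cells and sensory endings, was not above background in either group, at 4.36 in the mutant and 4.05 in the control (0.31, SE 0.14, adjusted p = 0.783), with a 95% confidence interval of the difference from 0.01 to 0.60. Of 8 genes labelled in Fig 10B, 7 had a probe set of their own. None passed an adjusted p of 0.05 in limma (0 of 7), and 1, Piezo2, had an unadjusted p under 0.05, which it lost in several other settings, such as the mean of all its probe sets (log2 difference 0.14). Of 37 channels of touch, temperature and pain, none passed limma's test over all genes or when adjusted over the list alone, and 2, the ATP receptor gene P2rx2 and Piezo2, had an unadjusted p under 0.05 (mean 0.03, camera adjusted p = 0.419), and the 12 Merkel cell markers averaged 0.05 (camera adjusted p = 0.449).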

Genes known to be involved in sensation and potentially expressed in epidermal tissues were not differentially regulated between the mutant and control epidermis (**Fig 10B**).

**Fig 10:**
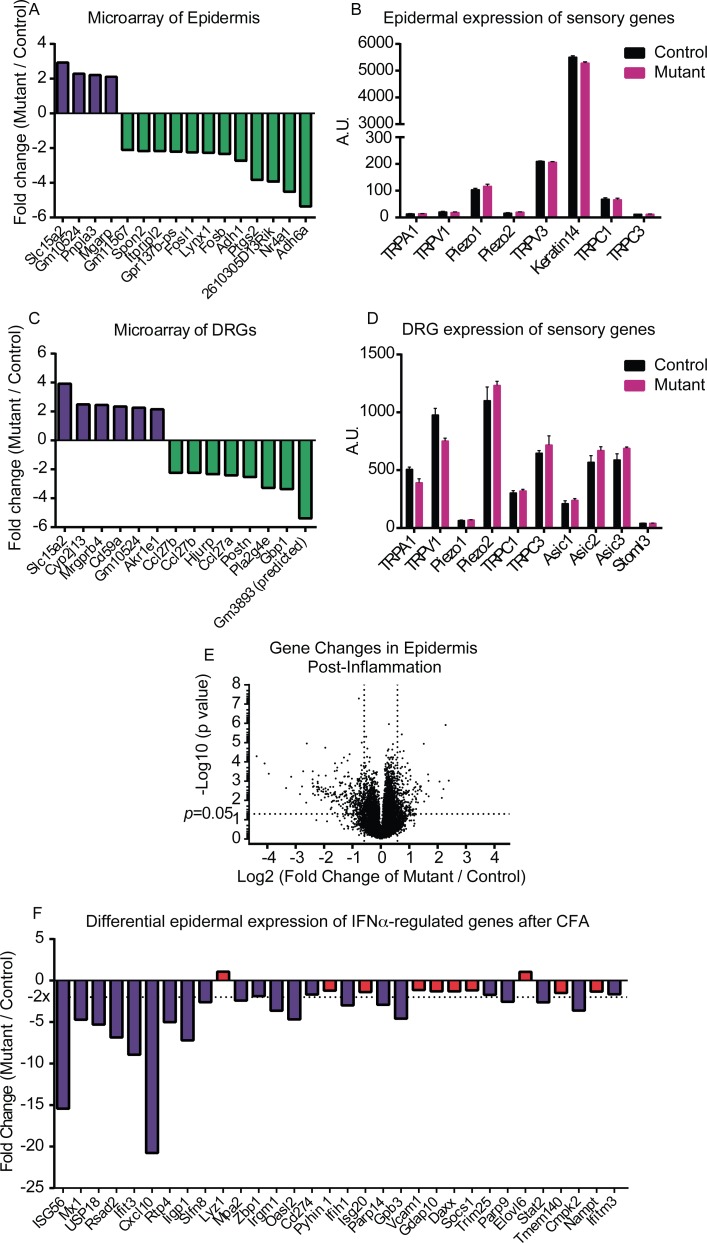
Microarray analysis of control and mutant epidermal and DRG tissues. RNA was isolated from epidermis and DRGs of both control and mutant mice; three biological replicates were included per genotype and treatment group. (**A**) Few genes were dysregulated between mutant and control epidermis in naïve animals. (**B**) Key genes related to sensory function were similarly expressed in control and mutant epidermis. A.U. denotes arbitrary unit. (**C**) Only a small number of genes were differentially regulated in mutant and control DRGs. (**D**) Genes linked to sensory function were expressed at similar levels in control and mutant DRG samples. (**E**) CFA-induced inflammation revealed a much broader set of expression differences between control and mutant epidermis. (**F**) A set of genes regulated by IFNα was explored; many of these genes appeared to be downregulated in the mutant epidermis compared to control.

Additional microarrays were performed on mRNA isolated from whole DRGs of the animals. 

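Whole lumbar DRG (L1 to L6) of naive control and naive mutant mice gave 3 arrays per genotype on the same array type, and no DRG was arrayed after CFA. A whole ganglion holds sensory neurons together with satellite glia, Schwann cells, vessels and resident immune cells, so a value is a mean over these cells. The deposited values are the authors' RMA log2 intensities, as for epidermis. DRG arrays had medians from 6.51 to 6.58 in controls and from 6.52 to 6.55 in mutants, about a log2 unit above the epidermis arrays, so no fold between tissues is given. Arrays of a group correlated with r from 0.991 to 0.993 across genes. The 95th percentile of the background receptor genes was 5.89 in control and 5.85 in mutant DRG, with 14269 and 14404 genes above it. The 6 DRG arrays were fitted by themselves.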

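At 2-fold and an adjusted p under 0.05, 1 gene was higher and 2 were lower in mutant DRG with limma, and 6 were higher and 5 lower at an unadjusted p under 0.05. The adjusted cutoff is that of the paper's methods, and the paper does not say which of the 2 it used for DRG. Slc15a2 rose 3.93-fold over control DRG, from 5.99 ± 0.43 to 7.96 ± 0.16 on the log2 scale (SD, n = 3 arrays per genotype, adjusted p = 0.0129). Pla2g4e, a cytosolic phospholipase A2, fell 3.28-fold, from 7.66 ± 0.28 to 5.95 ± 0.20 (adjusted p = 0.00684), and the uncharacterized gene AI506816 fell at least 1.99-fold, from 6.85 ± 0.06 to 4.73 ± 0.56 (adjusted p = 0.02). Mrgprb4, the receptor that marks stroking-sensitive unmyelinated afferents, was 2.46-fold higher in the mutant (9.01 ± 0.24 against 7.71 ± 0.40, adjusted p = 0.0899). Cyp2j13, a cytochrome P450, was 2.50-fold higher, Cd59a, an inhibitor of complement lysis, 2.35-fold higher and the aldo-keto reductase gene Akr1e1 2.16-fold higher, with adjusted p from 0.214 to 0.294. Lower in the mutant were Gbp2b, an interferon-induced GTPase (3.36-fold, 5.77 ± 0.70 against 7.52 ± 0.48, adjusted p = 0.214), and Postn, a matrix protein (2.52-fold, 8.27 ± 0.49 against 9.60 ± 0.10, adjusted p = 0.0907). Above background were 1 of the 3 control arrays for Slc15a2 and 2 for Cyp2j13, and of the 3 mutant arrays 2 for Pla2g4e, 1 for Gbp2b and none for AI506816. Of 13 genes labelled in Fig 10C, 8 had a probe set of their own and all 8 passed 2-fold with an unadjusted p under 0.05. Over all genes 1386 had an unadjusted p under 0.05, and the groups did not overlap in 11.6% of genes, against 10% by chance. Over all probe sets, 48 passed the 2-fold threshold with an unadjusted p under 0.05.

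**Figure D2:**
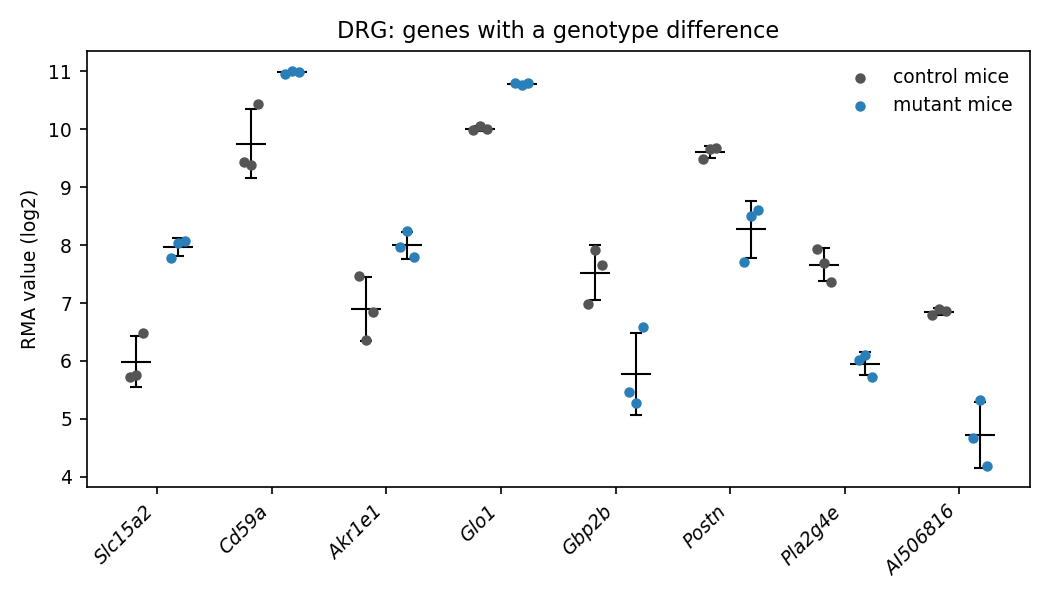
RMA log2 values of 8 genes in DRG of naive mice, with a point per array and bars for the mean ± SD of 3 control and 3 mutant arrays. Slc15a2, Cd59a, Akr1e1 and Glo1 lie higher in the mutant arrays, and Gbp2b, Postn, Pla2g4e and AI506816 lower.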

Unsurprisingly, there were very few changes in gene expression between the control and mutant mice; five genes were upregulated in the mutant, and five downregulated (**Fig 10C**). Key genes known to be important for mechanosensation, thermosensation, and pain were not different between genotypes (**Fig 10D**).

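Trpa1, the irritant receptor of nociceptors, was at 8.61 ± 0.21 in mutant and 8.99 ± 0.10 in control DRG (SD, n = 3 arrays each), a log2 difference of -0.38 (SE 0.11, 95% confidence interval from -0.62 to -0.14, adjusted p = 0.526). Trpv1 was at 9.55 ± 0.08 in the mutant and 9.93 ± 0.14 in the control, a difference of -0.37 (SE 0.09, from -0.58 to -0.17, adjusted p = 0.37). Piezo2 was at 11.01 in the mutant and 10.84 in the control (0.17, SE 0.13, adjusted p = 0.777). The acid-sensing channels Asic1, Asic2 and Asic3 differed by 0.19, 0.25 and 0.24, and Piezo1, Trpc1 and the stomatin-like Stoml3, which tunes Piezo channels, by -0.06, 0.08 and -0.03. Of 10 genes labelled in Fig 10D, 9 had a probe set of their own, and their folds ran from 1.02 to 1.3. None of them passed an adjusted p of 0.05 in limma (0 of 9), while Trpa1 and Trpv1 had an unadjusted p under 0.05 (2 of 9). In the list of 37 channels, Trpm3, a heat-gated channel of nociceptors, differed by -0.32 (SE 0.08) and the potassium channel Kcnk18 by 0.29 (SE 0.09), and 2 members were lower when adjusted over the list alone (camera adjusted p = 0.712). Of 22 markers of sensory neuron subtypes, 2 were higher and 2 lower in the mutant when adjusted over the list alone, among them Calb1 at 0.75 (SE 0.14, adjusted p = 0.21) and Tac1, the substance P gene, at -0.28 (SE 0.08, adjusted p = 0.523), with a mean of 0.12 (camera adjusted p = 0.243).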

Prompted by the limited changes observed at baseline, we also assessed the epidermal gene expression profiles 2 days after hindpaw CFA inflammation. 

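Among inflamed paws, the chemokine gene Cxcl10 was 20.8-fold lower in mutant than in control epidermis, at log2 values of 5.11 ± 0.07 against 9.49 ± 1.34 (SD, n = 3 arrays per genotype, adjusted p = 0.000329), and the antiviral effector Ifit1 15.4-fold lower (4.89 ± 1.16, with 1 of 3 arrays above background, against 8.84 ± 1.18, adjusted p = 0.00318). Adh7, an alcohol dehydrogenase of stratified epithelia, was 4.85-fold higher in the mutant, at 9.30 ± 0.31 against 7.02 ± 0.15 (adjusted p = 1.23e-05). Slc6a20a, a proline transporter, was 2.85-fold higher (7.86 ± 0.26 against 6.35 ± 0.19, adjusted p = 0.000193), Akr1e1 3.17-fold (7.42 ± 0.11 against 5.76 ± 0.30, adjusted p = 0.00434) and Tppp3, a tubulin-binding protein, 4.19-fold (adjusted p = 0.00897). Cxcl14, a chemokine that resting epidermis makes, was 2.33-fold higher (7.87 ± 0.50 against 6.65 ± 0.50, adjusted p = 0.0251), and Slc15a2 4.43-fold higher, with 2 of 3 control arrays above background (adjusted p = 0.0401). Skint9 and Skint4, relatives of the gene that selects dendritic epidermal T cells, were at least 1.59-fold lower (2.82 ± 0.28 against 5.43 ± 0.16, adjusted p = 0.00012) and 5.30-fold lower (adjusted p = 0.00669), with none and 2 of 3 mutant arrays above background. Zfp979 was at least 1.53-fold lower, at 2.03 ± 0.13, not above background, against 5.37 ± 0.62 (adjusted p = 0.0139). Class II antigen presentation genes were lower, 4 of 9 over all genes and 6 when adjusted over the list alone (mean -0.43, camera adjusted p = 6.39e-08, and adjusted p = 0.0108 with an estimated correlation), among them H2-Eb1 at -1.64 (SE 0.32) and H2-Ab1 at -0.57 (SE 0.09). In the same comparison the Langerhans cell marker Cd207 was 1.63-fold and the macrophage marker Csf1r 1.71-fold lower, and macrophage markers averaged -0.15. Sterol and fatty acid synthesis genes had overlapping groups and no member past limma's test over all genes, with 7 of 21 higher when adjusted over the list alone (mean 0.28, camera adjusted p = 2.00e-05, adjusted p = 0.707 with an estimated correlation; 0.15 without CFA mutant replicate 1, camera adjusted p = 0.0286). At 2-fold and an adjusted p under 0.05, 16 genes were higher and 71 lower in the mutant, 87 in all, and 250 without the fold threshold. The groups did not overlap in 14.6% of genes, against 10% by chance. With the 6 CFA arrays fitted alone 23 genes passed, with a trend and robust variance model 34, with ordinary least squares 7, and over all probe sets 18. Leaving out CFA mutant replicate 2 gave 28, CFA mutant replicate 1 50, CFA control replicate 1 53 and CFA control replicate 2 57, and the calls of Slc15a2, Tppp3, Cxcl14, Zfp979 and Skint4 were lost in at least 1 of these settings.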

Following CFA, a host of other gene expression changes were observed, with 24 genes upregulated and 106 genes significantly downregulated in mutant epidermis as compared to controls (**Fig 10E**). 

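Lcn2, a siderophore-binding protein of inflamed epithelia, rose 15.8-fold in control epidermis 2 days after CFA (from 7.65 ± 0.24 to 11.63 ± 0.44, SD, n = 3 arrays, adjusted p = 1.43e-05) and 16.1-fold in mutant epidermis (adjusted p = 1.88e-05). The acute phase gene Serpina3n rose 56.9-fold in controls (from 4.83 ± 0.57, with 2 of 3 naive arrays above background, to 10.67 ± 0.68, adjusted p = 7.11e-06) and 18.8-fold in mutants (from 4.99 ± 0.09 to 9.22 ± 1.77, adjusted p = 0.000187). Class I antigen presentation genes rose in both genotypes, 9 of 9 in controls (mean 1.28, camera adjusted p = 3.31e-07, adjusted p = 0.184 with an estimated correlation) and 7 of 9 in mutants (mean 0.84, camera adjusted p = 6.16e-05, adjusted p = 0.302 with an estimated correlation), with 9 and 8 when adjusted over the list alone. Its light chain B2m rose by 1.70 (SE 0.15) and by 1.52 (SE 0.15). Of 26 inflammatory cytokines and chemokines, 5 rose and 5 fell in controls, and 4 rose and 4 fell in mutants (5 and 5, and 7 and 5, when adjusted over the list alone). Il1b had a log2 difference of 0.55 (SE 0.34, adjusted p = 0.241) in controls and 1.04 (SE 0.34, adjusted p = 0.0395) in mutants. Its naive values were not above background, so these sizes are not exact. The mutant call was lost in several other settings, among them without CFA mutant replicate 2 (0.55). The epidermal cytokine Il1a fell to values not above background in both genotypes, by at least 8.36-fold and 9.22-fold, and Il6 was not above background in any group. Most of the 2-fold changes were decreases: 752 genes fell and 234 rose in controls, and 603 fell and 110 rose in mutants, at an adjusted p under 0.05. Cornified layer genes fell, 16 of 19 in controls (mean -1.48, camera adjusted p = 3.43e-11, adjusted p = 0.184 with an estimated correlation) and 12 of 19 in mutants (mean -1.65, camera adjusted p = 5.78e-12, adjusted p = 0.287 with an estimated correlation), with the same counts when adjusted over the list alone. Rptn, a cornified envelope precursor, had log2 changes of -5.37 (SE 0.31) and -5.08 (SE 0.31), with 1 of 3 arrays above background after CFA in each genotype, and Ereg, a growth factor, -4.53 (SE 0.15) and -4.86 (SE 0.15). Basal keratinocyte markers rose, 9 of 12 in controls and 11 of 12 in mutants (11 in each when adjusted over the list alone), with mean differences of 0.50 and 0.55 (camera adjusted p = 1.44e-06 and 1.05e-07), calls that were lost at the same p as for the cornified layer list once the correlation was estimated.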

As expected, a great number of inflammation-related genes were induced by CFA in both the control and mutant animals. Perhaps more interestingly, there was a distinct difference in the response to inflammation between the control and mutant epidermis. It appeared that the signature of genes induced by interferon alpha (IFNα) was not induced as well in the mutant animal epidermis. For example, of a list of 32 genes induced by IFNα in CD8^+^ T cells [29], 22 of these were significantly lower in expression in the mutant animals compared to control animals following inflammation (**Fig 10F**). 

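The CFA response itself differed between genotypes in 6 genes at an adjusted p under 0.05, by limma's test of the interaction of genotype and CFA. Cxcl10, which recruits activated T cells, rose by at least 4.88 in controls (adjusted p = 1.02e-06), where no naive array was above background, and had a log2 difference of 0.68 in mutants (adjusted p = 0.28, 1 of 3 naive arrays above background), and the interaction was -4.31 (SE 0.61, adjusted p = 0.0286, n = 3 arrays per group). Clec2d, a ligand of an NK cell receptor, rose by 3.24 in controls and by 1.18 in mutants (interaction -2.06, SE 0.27, adjusted p = 0.0173). Gpc3, a cell surface proteoglycan, rose by 0.91 in controls and differed by -0.30 in mutants (interaction -1.21, SE 0.17, adjusted p = 0.0286), and Clec2d and Gpc3 were chosen after their values were seen. Adh7 fell by 2.31 in controls and differed by -0.40 in mutants (interaction 1.91, SE 0.21, adjusted p = 0.00411). Slc6a20a changed by -1.99 in controls and -0.65 in mutants (interaction 1.34, SE 0.19, adjusted p = 0.0286). Nr4a1 changed by -3.48 in controls, from 8.78 to 5.30, and by -1.17 in mutants, from 6.6 to 5.44, so its interaction of 2.31 (SE 0.24, adjusted p = 0.00411) arose in the naive state. At 2-fold and an unadjusted p under 0.05 the interaction took in 119 genes, 32 positive and 87 negative. The adjusted count was 10 after each array was shifted to a common median, 14 with dim genes left out, 17 with a trend and robust variance model and 0 with ordinary least squares. It was 94 without CFA control replicate 3 and also without CFA mutant replicate 3, 13 without CFA control replicate 2, and 2 without naive control replicate 1, naive mutant replicate 1, naive mutant replicate 3 or CFA mutant replicate 2, with the calls of all but Nr4a1 and Adh7 lost in at least 1 of these.

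**Figure D3:**
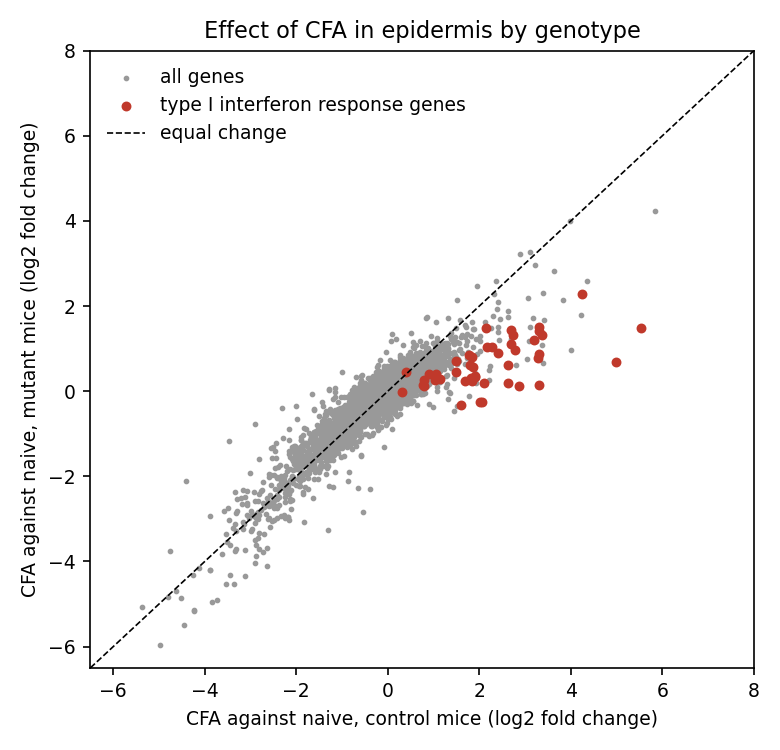
Log2 change 2 days after CFA in control epidermis (x axis) and in mutant epidermis (y axis), with a point per gene, the type I interferon genes in red and the line of equal change. The interferon genes lie under the line among genes raised in controls.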

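All 45 measured members of a type I interferon response list rose in control epidermis after CFA, by a mean log2 change of 2.23, and in mutant epidermis 16 rose, with a mean of 0.65 (45 and 17 when adjusted over the list alone). Between the inflamed groups, 27 of the 45 were lower in mutant epidermis over all genes, none was higher, and 44 were lower when adjusted over the list alone, with a mean of -1.54. Phf11d, which is interferon-induced, was lower by a log2 difference of -2.19 (SE 0.31, adjusted p = 0.00434). The list's mean per array was 5.09 in each naive control, 7.18, 8.17 and 6.59 after CFA in controls (7.31 ± 0.80, SD, n = 3), and 6.03, 5.72 and 5.57 after CFA in mutants (5.77 ± 0.23, n = 3). For the CFA effect camera gave an adjusted p of 1.33e-23 in controls (adjusted p = 0.184 with an estimated correlation) and 3.78e-05 in mutants (adjusted p = 0.782 with an estimated correlation). For the difference between inflamed groups it gave 2.85e-56 (adjusted p = 0.0899 with an estimated correlation, and 0.0203 in fry). The list shares genes with that of Fig 10F, so its direction is not independent of the paper's report. The interaction of genotype and CFA had a mean of -1.58 (camera adjusted p = 3.22e-46, adjusted p = 0.161 with an estimated correlation), with 42 members negative when adjusted over the list alone and 1 over all genes. Of 19 genes that interferon gamma mainly induces, 5 were lower in inflamed mutant epidermis and 8 when adjusted over the list alone (mean -0.77, camera adjusted p = 2.11e-09, adjusted p = 0.271 with an estimated correlation; -0.51 without CFA control replicate 2). Among these, the guanylate-binding protein gene Gbp7 differed by -2.37 (SE 0.40, adjusted p = 0.0126) and the transcription factor gene Irf1 by -1.07 (SE 0.18, adjusted p = 0.0126).

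**Figure D4:**
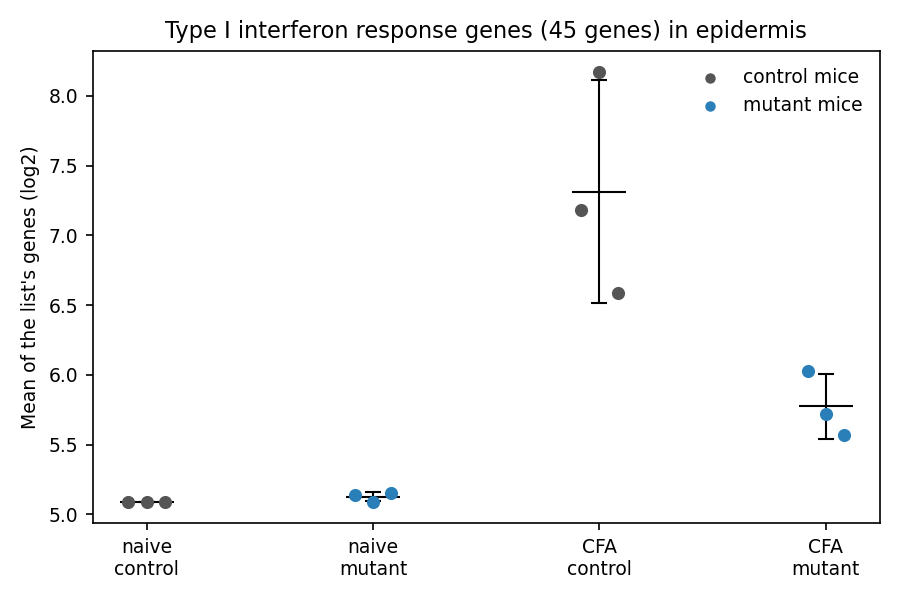
Mean RMA log2 value of the 45 type I interferon genes in each epidermis array, with bars for the mean ± SD of each group of 3. The 3 CFA control arrays lie between 6.59 and 8.17 and the 3 CFA mutant arrays between 5.57 and 6.03.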

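Of the 32 genes labelled in Fig 10F, 31 had a probe set of their own, and 18 of these were lower in inflamed mutant epidermis at an adjusted p under 0.05, 16 of them by at least 2-fold in the fitted values. No gene of the figure was higher at an adjusted or an unadjusted p under 0.05 in limma (0 of 31), and 25 were lower both at an unadjusted p under 0.05 and when adjusted over the list alone. Mx1, a dynamin-like antiviral GTPase, was at least 2.42-fold lower (adjusted p = 0.0171), and the GTPase gene Gbp3 differed by -2.20 (adjusted p = 0.03, 2 of 3 mutant arrays above background). Ifitm3, which blocks virus entry, was bright in both groups and lower in the mutant, at 11.17 against 11.88 (-0.71, adjusted p = 0.0342). Cmpk2, a mitochondrial kinase, was at least 1.73-fold lower (adjusted p = 0.0288; control above background in 2 of 3 arrays) and Slfn8 at least 1.96-fold lower (adjusted p = 0.0115), with no mutant array above background for either or for Mx1. Parp9 differed by -1.35 (adjusted p = 0.0285) and Trim25, a ubiquitin ligase of RNA sensing, by -0.78 (adjusted p = 0.0139). Not past the test over all genes were Stat2, a subunit of the interferon-activated transcription factor (-1.39, adjusted p = 0.0519), Zbp1 (-0.91, adjusted p = 0.0998), Cd274, the checkpoint ligand PD-L1 (-0.75, adjusted p = 0.114), Elovl6, a fatty acid elongase (0.08, adjusted p = 0.926), and the lysozyme gene Lyz1 (adjusted p = 0.918, not above background in either group). After CFA, 27 of the 31 rose in controls and 9 in mutants, and 22 had an interaction of genotype and CFA at an unadjusted p under 0.05, with 1, Cxcl10, past the adjusted test. Groups of arrays did not overlap for 22 genes of the 31, against 10% by chance. The list comes from T cells, but the paper shows it for these samples, so its direction is not independent evidence. Apart from Cxcl10 and Ifit1, each of the 18 calls was lost in at least 1 other setting, and the number of lower genes ran from 2 to 21. The paper gives this list as an example where the interferon alpha signature appeared to be induced less well in mutant epidermis.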

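Among the genes of the figure, the 10 with the largest rise in control epidermis after CFA were Ifit1, Cxcl10, Oasl2, Iigp1, Irgm1, Ifit3, Parp14, Ifih1, Rtp4 and Usp18. All 10 were lower in inflamed mutant than in inflamed control epidermis at an adjusted p under 0.05 (n = 3 arrays per genotype). Picking and test share the CFA control arrays, which favours lower values in the mutant. Picked on 1 CFA control array and tested without it, 5, 8 and 9 of 10 were lower at an adjusted p under 0.05 for replicates 1, 2 and 3, and 10 of 10 at an unadjusted p each time. In 18 other splits of the CFA arrays, with genes picked anew, none of these genes was lower at an adjusted p and at most 9 were at an unadjusted p in limma, while by sign alone all 10 were lower in 7 splits. Those splits mix the inflamed genotypes, which widens the spread of these genes within a group. Few or no adjusted calls were therefore likely in them from the start, and the contrast does not exclude chance. In naive controls 5 of the 10 were not above background, which leaves their order open: with values under background raised to it, 7 of the 10 were picked again, and 9 of those 10 genes were lower at an adjusted p. The tests on genes picked in these other ways were chosen after the result was seen. Ifit3, which acts with Ifit1 on viral RNA, rose at least 4.93-fold in controls, was not above background in mutants after CFA, and was at least 4.43-fold lower there (3.74 ± 0.08 against 6.90 ± 1.39, SD, adjusted p = 0.00434). Ifit1 rose by at least 4.24 on the log2 scale in controls, and in mutants 1 of 3 arrays was above background after CFA. Iigp1, a GTPase of resistance to intracellular pathogens, rose by at least 2.69 in controls and was 7.21-fold lower in the mutant (4.44 ± 0.46, with 1 of 3 arrays above background, against 7.29 ± 1.74, adjusted p = 0.0274). Oasl2, of the oligoadenylate synthetase family, rose by 4.24 in controls and by 2.28 in mutants and was lower by -2.23 (SE 0.42, adjusted p = 0.0212). Usp18, which removes ISG15 from proteins, was 5.31-fold lower (5.61 ± 0.81 against 8.02 ± 0.81, adjusted p = 0.0104). The RNA sensor Ifih1 differed by -1.58 (SE 0.33, adjusted p = 0.0364), Irgm1 by -1.86 (SE 0.34, adjusted p = 0.0176), Parp14 by -1.55 (SE 0.34, adjusted p = 0.0406) and Rtp4 by -2.32 (SE 0.47, adjusted p = 0.03, 1 of 3 mutant arrays above background). In mutants 4 of the 10 rose after CFA at an adjusted p under 0.05. Taking the first 10 labels of Fig 10F instead, 9 were lower, Lyz1 being the exception. With the 6 CFA arrays fitted alone, and also without CFA mutant replicate 2, the calls of Iigp1, Irgm1, Oasl2, Rtp4, Usp18, Parp14 and Ifih1 were lost, and in the former that of Ifit3 too.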

More specifically, of the 10 IFNα-regulated genes most strongly induced, 9 were significantly downregulated in the mutant epidermis.

## Discussion

We set out to determine the functional contribution of TRPA1 in keratinocytes by generating *K14Cre-Trpa1*^fl/fl^ mutant mice that lack *Trpa1* expression in keratinocytes. After extensive searching, we observed remarkably little *Trpa1* expression in the epidermis, as it appears either absent or below the limit of detection. As such we were unable to document any reduction of *Trpa1* in keratinocytes of the mutant *K14Cre-Trpa1*^fl/fl^ mice. Despite this lack of quantifiable knockout of *Trpa1* mRNA from mouse epidermis, the mutant mice exhibited a prominent deficit in mechanical responsiveness at both the behavioral and primary afferent levels in both normal and inflamed conditions. Moreover, the mutant mice exhibited a marked deficit in mechanically-evoked ATP release from the skin both normally and after inflammation.

We fully expected that the *K14Cre*-*Trpa1*^fl/fl^ mice would effectively constitute a keratinocyte-selective conditional knockout of functional TRPA1. The *K14Cre* line has been previously utilized and validated [18], and is publicly available through Jackson laboratories (Stock number 004782). Importantly, keratinocyte-specific activity of Cre appeared consistent with expected localization to epidermal tissues, as indicated by the *tdTomato* reporter experiments. Likewise, we observed that the *Trpa1*^fl/fl^ mouse mated with an Advillin-Cre line created an efficient conditional knockout in peripheral sensory neurons (data not shown). For these reasons, it is expected that the *K14Cre*-*Trpa1*^fl/fl^ mice would have the intended genetic modification only in keratin 14-expressing cells. Further, we sought to ensure that K14-expressing cells are not simply expressing an isoform of *Trpa1* undetected by the primer sets used. There is indeed evidence of multiple splice variants of *Trpa1*. For example, *Drosophila* express at least four different splice variants, and the isoforms differ in their thermosensory capability [30]. In mouse, an isoform of *Trpa1* lacking exon 20 has been implicated in the regulation of *Trpa1* expression [31], and other currently unidentified isoforms of *Trpa1* might occur in mouse epidermis. To address this possibility, we used multiple primer sets targeting multiple regions and exons of the *Trpa1* transcript. None of these primer sets revealed detectable *Trpa1* transcript in mouse keratinocytes.

Since *Trpa1* was not detected in adult keratinocytes, it is possible that disruption of *Trpa1* expression in K14-expressing cells at some time during development may play a regulatory role in determining adult mechanical sensitivity. To this effect, we did not detect *Trpa1* expression in K14-expressing (tdTomato+) cells assessed at different stages of development between E10.5 and E16.5. Importantly, these samples would have included cells destined to become both keratinocyte and some Merkel cells, a proportion of which can express K14 [32,33]. Keeping potential species differences in mind, it has been shown that hamster Merkel cells express *Trpa1* [34]. Additionally, *Trpa1* might be transiently expressed in a particular niche of K14-expressing cells later in embryonic development. Merkel cell development and maturation is a process involving expansion within touch domes between E16.5 and E18.5, and also continues throughout development into the perinatal timeframe [35,36]. As such, we cannot exclude the possibility that transient and restricted expression of *Trpa1* may lead to developmental impacts on mechanosensation.

Overall, our data suggest that the deficits in mechanosensory behavior and suprathreshold afferent firing in the mutant mouse are therefore likely due to factors other than *Trpa1* deletion from keratinocytes, given the lack of its expression in control keratinocytes. It is unlikely that the presence of only a few, sparse transcripts of *Trpa1* in the epidermis of an entire paw would be responsible for a large proportion of an organism’s mechanical responsiveness. Instead, the observed phenotypes might be related to impaired ATP release from the mutant skin.

### Site(s) of Deficit in Mutant Animals—Skin, Peripheral Sensory Neurons or Central Nervous System (CNS)

We proposed that the marked phenotype observed in the mutants could be due to a deficit at one of three locations: the skin, peripheral sensory neurons or central neurons within the spinal cord or higher. First, the phenotype could stem from the initial site of contact between an external sensory stimulus and the body: the skin. We found no gross morphological changes in the epidermis or dermis, indicating that differences in skin thickness or structure do not likely underlie the functional changes observed in sensory afferents. There may, however, be changes in the ability of skin cells to release factors that signal to other skin cells or to sensory neurons, such as ATP [6,37,38]. Our data indicate that ATP release in response to mechanical stimulation of the skin is strongly diminished in mutant animals. The source of ATP could be keratinocytes, sensory neurons, or other cell types in the skin such as Merkel cells, or potentially even dermal cells including fibroblasts. Though our current technique does not isolate ATP release from different cell types, keratinocytes vastly outnumber other skin cells present in the epidermis, and documented evidence from isolated keratinocytes shows they are capable of releasing ATP [1,6,9]. This ATP release may be either vesicular or non-vesicular [1]. Therefore, the decreased ATP release in the mutant skin could be due to decreased ATP production, packaging, or release. No known candidate genes involved in ATP release were identified as dysregulated within the epidermis in the microarray studies.

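Gjb2 and Gjb6, connexins of keratinocyte gap junctions and hemichannels, were higher in mutant than in control epidermis after CFA, by log2 differences of 0.67 (SE 0.12, adjusted p = 0.0137) and 0.51 (SE 0.11, adjusted p = 0.0393, n = 3 arrays per genotype). These were the only 2 of 28 candidate routes of ATP release (pannexins, connexins, CALHM and LRRC8 channels, and vesicle proteins) past limma's test over all genes in inflamed epidermis. When adjusted over the list alone 3 were higher, with Lrrc8a, a subunit of the volume-regulated anion channel, at 0.34 (SE 0.09), and 1 lower, Snap23, a vesicle fusion protein, at -0.42 (SE 0.10). In naive epidermis none of the 28 passed over all genes or when adjusted over the list alone, and 2 had an unadjusted p under 0.05, Calhm4 (-0.69, SE 0.26, adjusted p = 0.698, 2 of 3 mutant arrays above background) and Gjb2 (0.27, SE 0.12, adjusted p = 0.783), with limma. As a group the list had a mean of -0.05 in naive epidermis (camera adjusted p = 0.613) and 0.05 after CFA (camera adjusted p = 0.455). Among 22 ecto-nucleotidases and purine receptors, P2ry13, a receptor for ADP, was lower in the mutant after CFA (-0.69, SE 0.16, adjusted p = 0.0495), with 2 lower when adjusted over the list alone, and the mean was -0.03 after CFA and -0.02 in naive epidermis (camera adjusted p = 0.702 and 0.804). The calls of Gjb2, Gjb6 and P2ry13 were not tried under other settings.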

Just as the mutant skin exhibited decreased ATP release, there could be a parallel deficit in release of other factors that may signal from keratinocytes to sensory neurons. Additional postulated signaling factors include β-endorphin, endothelin-1, neurotrophins, and multiple interleukins [39]. There remain multiple possibilities through which these and other mediators may activate or sensitize sensory neurons.

We subsequently assessed the gene expression profiles of the epidermis from these mice. 

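Without a fold threshold, 3 genes rose and 12 fell in naive mutant epidermis at an adjusted p under 0.05 from limma (n = 3 arrays per genotype). Those under 2-fold, named after their values were seen, were Atp8b5, a lipid flippase, at least 1.32-fold higher (adjusted p = 0.0202, no control array above background), and 6 lower genes. Cyb5r3, a cytochrome b5 reductase, differed by -0.99 on the log2 scale (SE 0.16, adjusted p = 0.0298) and Smim8, a small membrane protein, by -0.93 (SE 0.12, adjusted p = 0.00838), and Rragd, a GTPase of nutrient sensing, was at least 1.32-fold lower (adjusted p = 0.0115, no mutant array above background). Ly6g6g differed by -0.72 (SE 0.08), Cldn23, a claudin of tight junctions, by -0.56 (SE 0.09) and Pik3c2a, a phosphoinositide kinase, by -0.53 (SE 0.08). Of 16 genes labelled in Fig 10A, 15 had a probe set of their own, 14 passed 2-fold with an unadjusted p under 0.05 and 7 passed the adjusted test. The number of genes past the adjusted test was 8 with the 6 naive arrays fitted alone and 3 with ordinary least squares. It was 4 without naive mutant replicate 2, 5 without naive control replicate 2, 8 without naive mutant replicate 1 and 9 without naive mutant replicate 3.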

There were a minimal number of genes differentially regulated in the epidermis, with only 4 upregulated and 12 downregulated in mutant uninflamed tissues compared to controls. These genes have largely not been previously linked to mechanosensation, pain, or ATP release. One exception is the observed downregulation of *Ptgs2*, the gene that encodes for cyclooxygenase-2, in mutant epidermis. This enzyme acts on arachidonic acid in the prostaglandin synthesis pathway, and is a target for the commonly-used non-steroidal anti-inflammatory compounds [40,41]. 

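Ptgs2 stood at 9.66, 9.43 and 9.17 on the log2 scale in the 3 naive control arrays and at 6.6, 7.72 and 8.14 in the 3 naive mutant arrays, so each mutant array was below each control array. Among 26 mediators by which skin signals to neurons, Ptgs2 alone was lower in naive mutant epidermis when adjusted over the list alone, and none passed limma's test over all genes (mean -0.12, camera adjusted p = 0.151). At an unadjusted p under 0.05 were also Edn2, an endothelin (-0.35, SE 0.11, adjusted p = 0.577), Chat, the acetylcholine synthesizing enzyme (adjusted p = 0.783, not above background in either group), and the alarmin Il33 (-0.24, SE 0.11, adjusted p = 0.783). Ptgs2 is also a member of the immediate early list and was lower after CFA than in naive epidermis, with a log2 change of -4.40 in controls (SE 0.36, adjusted p = 6.20e-07, 2 of 3 CFA arrays above background) and -2.11 in mutants (SE 0.36, adjusted p = 0.000658). From the lower Ptgs2, the paper reasons that less cyclooxygenase-2 could dampen mechanosensation, and adds that little activity of this pathway is expected in uninflamed animals.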

Since these drugs inhibit the activity of cyclooxygenase-2 to decrease pain, it follows that decreased expression of *Ptgs2* could lead to dampened mechanosensation. On the other hand, we would not expect much activation of the *Ptgs2*/cyclooxygenase-2 pathway in uninflamed animals, and therefore this might not be the causative factor for the diminished sensation of the naïve mutant mice. It remains a possibility that any of these genes may indirectly be impacting the function of additional genes or proteins responsible for sensory processing.

A second possibility is that the sensory neurons themselves are the source of the mechanosensory deficit. Specifically, our data indicate that primary afferent neurons *in situ* innervating the skin exhibit decreased suprathreshold firing in the mutant animals. By nature, these recordings can be impacted by changes in the skin cells and/or the sensory neurons. These neurons showed no changes in conduction velocity or von Frey threshold; however, more subtle defects could be present within the sensory neurons. Furthermore, our data indicate that a normal percentage of sensory neurons from mutant mice responded to the TRPA1 agonists cinnamaldehyde and mustard oil, suggesting that TRPA1 remains functionally expressed within sensory neurons. Mutant neurons had a normal magnitude response to cinnamaldehyde and to a depolarizing potassium stimulus, though this was in contrast to the subtle deficit in calcium influx in response to mustard oil. One possibility for the subtle (less than 20%) deficit in response to mustard oil is a non-TRPA1-mediated effect of mustard oil. It is also possible that chronically decreased ATP release from the skin could tonically alter the excitability of the sensory neurons. 

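In mutant DRG 5 genes rose and 6 fell at an adjusted p under 0.05 from limma (n = 3 arrays per genotype), most of them by less than 2-fold. Glo1, which detoxifies methylglyoxal, rose by 0.77 on the log2 scale (SE 0.06, adjusted p = 0.00684), and its neighbour in the gene order Dnah8, a dynein heavy chain, at least 1.24-fold (adjusted p = 0.02). Sfrp5, a secreted Wnt antagonist, rose by 0.71 (SE 0.08, adjusted p = 0.0231) and the chemokine gene Ccl28 at least 1.17-fold (adjusted p = 0.02), and no control array was above background for Ccl28 or Dnah8. Lypd1, a relative of Lynx1, changed by -0.73 (SE 0.09, adjusted p = 0.0261), the matrix gene Mamdc2 by -0.79 (SE 0.09, adjusted p = 0.02), the cadherin gene Cdh9 by -0.79 (SE 0.09, adjusted p = 0.0218) and Gpr137b-ps by -0.79 (SE 0.06, adjusted p = 0.00684), and apart from the last these were named after their values were seen. Class II antigen presentation genes averaged -0.28 over 9 genes (camera adjusted p = 7.62e-05), with 1, H2-Eb1 at -0.85 (SE 0.13, adjusted p = 0.093), lower when adjusted over the list alone, and interferon gamma induced genes -0.28 over 19 genes (camera adjusted p = 9.86e-08), with 7 lower when adjusted over the list alone, though its groups overlap. Type I interferon genes averaged -0.14 (camera adjusted p = 3.05e-06) and adipocyte markers 0.26 (camera adjusted p = 0.00185; 0.17 without mutant replicate 3, camera adjusted p = 0.0632, and also lost without control replicate 1), with overlapping groups for both. All 4 lists had an adjusted p = 0.964 with an estimated correlation. Mast cell markers averaged 0.25 over 11 genes, with the mast cell proteases Mcpt4 at 0.72 (SE 0.19, higher when adjusted over the list alone) and Cpa3 at 0.57 (SE 0.19; camera adjusted p = 7.62e-05, adjusted p = 0.352 with an estimated correlation). Schwann cell and satellite glia markers averaged -0.04 over 11 genes (camera adjusted p = 0.599). The adjusted count was 17 with a trend and robust variance model and 3 with ordinary least squares, and 127, 0, 6 and 4 without DRG control replicate 1, 2 or 3 or mutant replicate 2, in that order.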

Gene expression profiles in DRG did not support any broad changes that readily explain this deficit, nor did they provide sufficient mechanism to identify the cause of decreased afferent sensitivity. Overall, the sensory neurons from both control and mutant mice appeared quite similar.

The spinal cord, brainstem, or higher levels of the nervous system together compose a third site that could underlie the difference in behavioral responses observed. CNS modulation could retrogradely affect sensory terminals or alter descending modulation of spinal cord reflexes. Although we cannot exclude these possibilities, two observations suggest otherwise: first, the peripherally-restricted and isolated skin-nerve preparations exhibited reduced mechanical firing of primary afferent neurons, and second, the mechanical probing of isolated skin resulted in decreased evoked ATP release in the complete absence of the CNS. Taken together, these data suggest that the most likely site of the deficit is at the level of communication between skin cells and peripheral sensory terminals.

### Peripheral Inflammation in Mutants

The mutant animals also exhibited a blunted response to CFA inflammation in the hindpaw in the form of diminished behavioral sensitization. One possibility is that the adaptive immune response to CFA may be muted in these mice. However, we found no apparent evidence for reduced recruitment of inflammatory cells or specific immune cell types in the skin following CFA, no difference in the level of localized inflammatory infiltrate, and only a slight reduction in edema as measured by total paw thickness. Thus, there was no obvious gross deficit in the immune response to CFA.

Following inflammation, it was readily apparent that localized inflammation induced a strong transcriptional response in the skin. This effect was largely retained in the mutant epidermis; however, a diminished response of the IFNα-regulated genes stood out. 

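Of 986 genes that changed at least 2-fold in control epidermis after CFA at an adjusted p under 0.05, 626 (63.5%) also did so in mutant epidermis in the same direction, and none in the opposite one (0 of 986 in limma). The shared genes were 91 raised and 535 lowered ones, where independent lists would share 1.29 and 22.7. Genes raised in controls had a median log2 change of 1.45 in controls and 0.88 in mutants, and genes lowered in controls -1.45 and -1.29, though genes picked for their size in controls tend to be smaller elsewhere. Sign was kept by 225 of the 234 raised and 748 of the 752 lowered genes. Across genes, which are not independent replicates, the changes correlated with r = 0.884 and a rank correlation of 0.781. Genes of sterol and fatty acid synthesis fell in both genotypes, 17 of 21 in controls and 16 of 21 in mutants (18 and 17 when adjusted over the list alone), for example Insig1, a sensor of sterols, with log2 changes of -1.96 (SE 0.18) and -1.64 (SE 0.18). Hair follicle keratin and sebaceous genes fell, 14 of 15 and 10 of 15 (14 and 12 when adjusted over the list alone), with Krt71 at -3.29 (SE 0.20) in controls and -2.53 (SE 0.20) in mutants, as did circadian clock genes, 10 of 16 and 9 of 16 (12 and 10; 1 rose in controls), with Cry1, a repressor of the clock, at -1.11 (SE 0.10) and -0.98 (SE 0.10). Their camera adjusted p values were 5.31e-11 and 2.98e-10 for the sterol, 2.86e-10 and 2.21e-08 for the hair follicle and 5.57e-05 and 0.000439 for the clock list, and with an estimated correlation the adjusted p values were 0.189 and 0.302, 0.179 and 0.287, and 0.2 and 0.393. Sting1, a sensor of cytosolic DNA signals upstream of interferon, rose 20.3-fold in controls (9.03, 9.06 and 9.02 in the CFA arrays) and 5.99-fold in mutants, where the arrays stood at 6.35, 6.36 and 9.11, from naive values above background in 2 of 3 arrays of each genotype.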

Many of the INFα-mediated gene transcription effects are mediated by the transcription factor Stat1 [42]. Interestingly, *Stat1* mRNA was downregulated in the control mice 11-fold after CFA; in the mutant epidermis, there was no such regulation of *Stat1*. While some of the genes differentially regulated after inflammation are likely being differentially expressed by the control and mutant keratinocytes, some of the genes upregulated by inflammation in both mouse lines are expected to be due to mRNA derived from resident or infiltrating immune cells. That is, although the analysis was performed in the epidermis, the differences between the control and mutant mice may actually be localized to these immune cells. For example, there could be decreased infiltration of a specific immune cell population, or simply a modified cytokine profile released from the present cells. 

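Csf1r, the growth factor receptor of macrophages and Langerhans cells, was lower in inflamed mutant than in inflamed control epidermis by a log2 difference of -0.78 (SE 0.07, adjusted p = 0.00022), and the Langerhans cell lectin Cd207 by -0.70 (SE 0.11, adjusted p = 0.0106, n = 3 arrays per genotype). They were the only members of 4 lists of immune cell markers past limma's test over all genes. Of 16 monocyte and macrophage markers 2 were lower when adjusted over the list alone (mean -0.15, camera adjusted p = 0.00302, adjusted p = 0.0899 with an estimated correlation), with C1qb, a complement component, at -0.66 (SE 0.20, adjusted p = 0.158, 2 of 3 mutant arrays above background). Of 14 Langerhans and dendritic cell markers 2 were higher and 2 lower when adjusted over the list alone, with the homing receptor Ccr7 at 0.32 (SE 0.10, 1 of 3 control arrays above background) and the integrin Itgax at -0.37 (SE 0.10), and the list averaged -0.07 (camera adjusted p = 0.455). Neutrophil markers averaged -0.02 over 15 genes (camera adjusted p = 0.702) and T cell and NK cell markers -0.02 over 17 (camera adjusted p = 0.533), with Il7r, a cytokine receptor of T cells, at -0.40 (SE 0.10), lower when adjusted over the list alone. B cell markers averaged 0.04 (camera adjusted p = 0.797). Only 7 of the 15 neutrophil, 9 of the 16 macrophage, 6 of the 17 T and NK cell and 9 of the 14 dendritic cell markers were above background, and the dimmer ones are read with little precision. Of the cytokines, the monocyte chemokines Ccl7 and Ccl2 were lower in the mutant, by -0.83 (SE 0.15, adjusted p = 0.0163) and -0.54 (SE 0.12, adjusted p = 0.0406), the only 2 of 26 past the test over all genes, with 3 lower when adjusted over the list alone. The calls of Csf1r, Cd207, Ccl7 and Ccl2 were not tried under other settings.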

Many inflammatory mediators released are known to act both indirectly and directly on sensory neurons, leading to hypersensitivity of inflammation [43–45]. Therefore, there are many possible subcellular defects in the inflammatory response that could partly explain the dampened mechanical allodynia after CFA in the mutant mice.

### *Trpa1* Is Not Detected in Mouse Keratinocytes

Prior studies, including those from our lab, have shown TRPA1 expression in the mouse skin. We previously showed that a TRPA1 antibody labels mouse epidermis, and that labeling is reduced in a global TRPA1 knockout [13]. However, here we were unable to consistently demonstrate that *Trpa1* is present in mouse skin at the mRNA level using multiple qPCR primers, sensitive digital droplet PCR, qPCR on isolated K14-expressing keratinocytes. Despite our lack of reliable expression detection, it remains possible that an exceedingly low copy number of *Trpa1* mRNA transcripts may be found in mouse epidermis, potentially from cells other than keratinocytes themselves. Alternatively, in theory one could pick up a stray *Trpa1* transcript that had been transported to a sensory neuron’s terminals innervating the skin, or a rare transcript from keratinocytes at such low amounts of transcript copies per cell that expression is largely below the limit of detection. However, the physiological relevance and impact of such few transcripts remains debatable. Overall, these results provide no evidence of *Trpa1* expression within mouse keratinocytes. Previous findings suggesting TRPA1 expression in epidermis may now be interpreted with the following caveats: 1) antibody staining for membrane-bound proteins (particularly TRP channels) is difficult and may be non-specific, and 2) human skin may indeed express more *Trpa1* mRNA than mouse skin, as species and body region differences may occur [15]. Further, our findings are in accordance with a recent study in which *Trpa1* expression was not detected in the neck skin of mice [16]. In all, normal mouse epidermis from the various genetic backgrounds tested in this study does not contain appreciable *Trpa1* mRNA. As such, it may be expected that such limited expression would not be capable modifying the functioning of keratinocytes to significantly mediate the whole animal’s behavioral responsiveness to a mechanical stimulus.

### Separated Maintenance of Genetically-Related Mouse Lines May Unintentionally Confound Observed Phenotypes

As discussed, levels of *Trpa1* mRNA were frequently undetected in the epidermal keratinocytes of either the control or mutant animals. One final concern was that following the initial pairing between the *K14Cre* mice and the *Trpa1*^fl/fl^ mice, the colonies of the control *K14Cre*-*Trpa1*^+/+^ and mutant *K14Cre*-*Trpa1*^fl/fl^ mice were maintained independently for multiple generations. Naturally, it is easiest to detect the function of a gene of interest in transgenic animal studies when the background genetic differences are minimized, as it limits the differences in complex interactions between multiple proteins and genes that could be simultaneously impacting the phenotype being studied. Although this common method of independent colony maintenance can provide significant and important savings in cost and time since it greatly limits the production of unused heterozygous mice, the limitations should be very carefully considered and our study underscores the importance of this. The likelihood of genetic drift occurring in one or both of the independently-maintained mouse lines increases with the length of time the colonies are kept separate. For these reasons, there was concern that the phenotypes observed may have been the result of an acquired background genetic variant. However, additional experiments utilizing mutant animals born from the same litter as controls also revealed impaired mechanosensitivity, suggesting that the sensory deficit may be a result of disruption of the DNA encoding the pore region of *Trpa1* in keratin 14-expressing cells at some point during development. Possible genetic drift is a potentially large confounding factor in perhaps a considerable number of studies, although it is rarely considered in the literature as a source of variation. This can be partly overcome by sporadically interbreeding the colonies (for example, creating littermate control animals). Therefore, it is important to remain critical in evaluating genetic studies, carefully ensuring that the phenotypic changes are truly due to the intended genetic manipulation.

Taken together, we can conclude the following from this study. First, *Trpa1* is at best minimally present in the epidermis of control mice, particularly those on a mixed C57BL/6, CBA, Swiss Webster background as used in these studies. Second, our findings highlight the critically important value of having littermate control animals available wherever possible. Lastly, a decrease in ATP release from the skin is correlated with a decrease in mechanosensation. Since keratinocytes appear to signal to the sensory system, the skin remains a viable site for administration of topical pharmacological therapeutics to target cutaneous pain. Continued efforts to delineate the role of keratinocytes in mechanosensation could uncover a deeper understanding of mechanotransduction and somatosensory biology.

## Methods

### Generation of TRPA1 Conditional Knockout Mice

To generate keratinocyte-specific *Trpa1* conditional knockout animals, loxP sites and a FRT flanked neomycin resistance cassette were placed around exons 22 through 24, which encode for the pore domain of TRPA1, in mouse embryonic stem (ES) cells by homologous recombination (**S1 Fig**). ES cells were selected by culturing in 200 μg/ml of neomycin and screening for the appropriate recombination event by Southern blotting. Chimeric animals were generated from ES cells containing the targeted *Trpa1* conditional knockout allele and mated with Flpe expressing mice to excise the neomycin resistance cassette; this constituted the *Trpa1*^fl/+^ mouse. Congenic *Trpa1*^fl/+^ mice were backcrossed ten times to C57BL/6 animals, then intercrossed to create *Trpa1*^fl/fl^ mice. *Trpa1*^fl/fl^ mice were mated to a *Keratin 14(K14) Cre* recombinase mouse (Jackson laboratories, stock number 004782) [18]. Under the K14 promoter, Cre recombinase is expressed in all keratinocytes, as early as E9.5 [17,18,46]. The resulting mice were *K14Cre*-*Trpa1*^fl/fl^ (termed “mutant” animals). Control animals expressed *K14Cre* and were homozygous for the wildtype allele for *Trpa1* (*K14Cre-Trpa1*^*+/+*^; control mice). We confirmed that epidermal tissues from *K14Cre*-*Trpa1*^fl/fl^ mutant animals contained genomic DNA for the excision product, confirming effective Cre-mediated recombination at the Trpa1 locus (**Fig 1A**). This DNA product of loxP site-directed excision was absent in DRGs from either control or mutant animals (**Fig 1A**). Both control and mutant mice were maintained in independently-generating colonies for many generations to reduce the production of heterozygous mice, which were not used in these experiments. Unless explicitly noted, mutant mice used throughout this manuscript were obtained from the independent colony. Adult male mice of at least 7 weeks of age were used, and were either control or mutant mice on a mixed genetic background including C57BL/6, CBA, and Swiss Webster strains, which had been crossed onto a C57BL/6 background at least once after introduction of the *K14Cre* background, then intercrossed several times. In some experiments, *K14Cre* animals were mated with a *tdTomato* reporter mouse expressing *tdTomato* behind a loxP-flanked STOP cassette (*tdTomato*^LSL^). Mouse genotype was confirmed by PCR. Mice were anesthetized with isoflurane and euthanized by either cervical dislocation or decapitation. Animal use and welfare procedures adhered to the NIH Guide for the Care and Use of Laboratory Animals, and followed protocols approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (approval #: 383). Experimenters were blinded to mouse genotype throughout all behavioral, electrophysiological and morphological experiments.

### Behavior

All mechanical behavior tests were carried out on the glabrous surface of the hindpaw. Mechanical threshold was determined using calibrated von Frey filaments and the Up-Down method [47,48]. The frequency of withdrawal to a suprathreshold mechanical 3.31 mN stimulus was tested by applying a von Frey filament 10 times to the plantar surface of the hindpaw [27,49]. In the needle test, a spinal needle was applied 5 times to the glabrous skin of the hindpaw and the percentage of responses was recorded. The light touch behavioral assay was used to quantify response to innocuous punctate and dynamic stimuli as previously described [50]. Furthermore, heat sensitivity was quantified by measuring the withdrawal latency to a focal radiant heat source [51]. Cold sensitivity was determined using a static cold plate (0° or 10°C); the withdrawal latency and number of paw responses (lifts, licks, flutters, or holds) were measured during a 5 min test.

### Teased Fiber Skin-Nerve Recordings

The *ex vivo* sural skin-nerve preparation was utilized to determine mechanical response properties of cutaneous primary afferent fibers in control and mutant mice following established protocols [13,52]. Briefly, *ex vivo* skin-nerve preparations were dissected from the glabrous hindpaw and immediately placed into the recording chamber with the corium side down on top of a nylon-covered mesh, allowing perfusion of the skin through the dermis. The recording chamber was superfused with oxygenated synthetic interstitial fluid at 32 ± 0.5°C. We classified units as Aβ when the axon conduction velocity was over 10 m/s, Aδ units as A-mechanoreceptors (AM) for velocities between 1.2–10 m/s with slowly adapting action potential firing, and C fibers for velocities under 1.2 m/s. A feedback-controlled mechanical stimulus was applied for 10 seconds to the receptive field. Action potentials were recorded and analyzed using the data acquisition software LabChart 7 Pro (ADInstruments, Colorado Springs, CO).

### Induction of Peripheral Inflammation Using Complete Freund’s Adjuvant (CFA)

Mice were anesthetized by isoflurane and intraplantar injections of 50 μl undiluted CFA (30μg/μl; Sigma) were given in the proximal plantar hindpaw. Phosphate-buffered saline (pH 7.4) injected at the same volume and location was used as a vehicle control. All CFA behavioral and skin-nerve experiments were performed 2 days after either CFA or vehicle injection.

### Quantification of Skin Thickness

Glabrous forepaw skin was dissected free from mice. Skin sections were transferred to a 10% zinc formalin solution and embedded in paraffin. The tissue was then sliced into 4 μm sections, plated onto glass slides, stained with hematoxylin and eosin, and visualized by light microscopy. Nikon NIS-Elements software was used to manually trace both the epidermis, and epidermis and dermis combined, in order to compute total area within 300 μm sections. Skin thickness was then calculated from the total traced area.

### Quantification of Paw Inflammation

The hindpaws of mice injected 2 days earlier with CFA or PBS were measured for total paw thickness (height). Excised hindpaws were fixed in formalin and sectioned coronally at the mid paw. Fixed tissues were processed at the Children’s Hospital of Wisconsin Research Institute Histology Core Facility. Hindpaw tissue sectioned and stained with hematoxylin and eosin. The character, degree, and distribution of inflammation and tissue damage were assessed by a pathologist (M.W.L.). A Hamamatsu Nanozoomer HT slide scanner (Hamamatsu Photonics, K.K., Hamamatsu City, Japan) was used to generate low-power (1.25x) images of the tissue, and the area of inflammation was manually measured using NDP.View 1.1.5 software at the Children’s Research Institute Imaging Core Facility. High-powered (400x) microscopic images were obtained using an Olympus BX53 microscope and cellSens Standard 1.5 software (Olympus, Inc., Tokyo, Japan).

### Quantification of Extracellular ATP Release

Dual simultaneous amperometric recordings were made with purine biosensors [53] (Sarissa Biomedical Limited, Conventry, England). The ATP biosensor is a platinum microelectrode coated with an ultrathin biolayer containing glycerol kinase and glycerol-3-phosphate oxidase. In the presence of ATP, these enzymes catalyze two sequential reactions leading to production of H_2_O_2_, which is then detected via oxidation of the electrode connected to amperometric recording equipment. The ATP sensor responds rapidly (10–90% rise in <10 sec) and exhibits a linear response to ATP over physiologically-relevant concentrations [54]. A null probe (sarissaprobe Null) lacks the enzymatic biolayer and is used to control for non-specific recordings, for example, electro-active interference, including artifacts from movement, skin stretch, temperature or pH signals [53,55,56]. Biosensors were used in conjunction with a dual-channel DY2021 potentiostat and recording system (Digi-Ivy, Inc., Austin, TX, USA). Enzymatic microelectrodes were calibrated to known ATP concentrations before and after each set of experiments. Biosensor sensitivity was increased by cycling the sensors from -500 mV to +500 mV at a rate of 100 mV/s for 10 cycles [53]. Glabrous skin was excised from the hindpaw as it was for the skin-nerve recordings, above. The sensing portions (0.5 mm in length) of the biosensors were inserted into the skin by using MP-225 motorized micromanipulators (Sutter Instruments). The sensors were polarized to +600 mV relative to an Ag/AgCl potentiostat reference electrode that was also placed into the skin. Recordings from the null probe were subtracted from the ATP probe recordings. Final ATP concentrations measured were calculated from calibration response ratios. The ATP release was rapidly detected in response to mechanical stimulation of the skin with a 20 mN von Frey monofilament.

### Calcium Imaging from DRG Cultures

Calcium imaging was conducted as previously described [57], with minor modifications described here. Briefly, all lumbar dorsal root ganglia (DRG) were isolated bilaterally and plated onto laminin-coated glass coverslips. Neuronal medium consisted of Dulbecco’s modified Eagle’s medium/Ham’s F12 medium, supplemented with 10% heat-inactivated horse serum, 2 mmol/L L-glutamine, 0.5 to 0.8% glucose, 100 units/mL penicillin, and 100 μg/mL streptomycin, with no exogenous growth factors. Calcium imaging was performed using the dual-wavelength fluorescent calcium indicator FURA-2AM (Invitrogen). Once cells were loaded with 2.5 μl/mL FURA-2AM, coverslips were mounted onto a perfusion chamber and superfused with buffer at 6 mL/min. Fluorescence images were captured with a cooled CCD camera (CoolSNAP FX; Photometrics, Tucson, AZ), and in some experiments with a cCMOS camera (Zyla; Andor Technology LTD, Belfast, UK). MetaFluor (Molecular Devices, Sunnyvale, CA) and NIS Elements (Nikon Instruments, Melville, NY) imaging software were utilized in order to detect and analyze intracellular calcium changes throughout the experiment. A ≥20% increase in intracellular calcium from baseline was considered a response to a stimulus. In one set of experiments, neurons were superfused with 100 μM cinnamaldehyde [57] for 3 min and peak increases in Fura-2 ratio from baseline measured. In a separate set of experiments, neurons were superfused with 100 μM mustard oil [57] for 1 min. A final set of experiments measured calcium responses to perfusion with extracellular buffer at pH 6.0 or at pH 5.0. At the end of each protocol, 50 mM potassium chloride solution was superfused for 30 sec to determine neuronal viability of non-responsive cells. Neurons were considered small if the average somata diameter was less than 27 μm and only small-diameter neurons were included in this study in order to concentrate inclusion of C fiber type somata [58]. For experiments utilizing mice that received CFA-inflammation, lumbar DRG at spinal levels L3-L5 ipsilateral to the injection site were isolated for calcium imaging experiments and small-diameter neurons were imaged as described above.

### Gene Expression

Gene expression studies were performed on both epidermis and isolated DRG from mice of varying genotypes, as defined where applicable. Glabrous hindpaw skin was dissected from the mutant and control mouse controls. Skin samples were incubated for 50 minutes in dispase (10 mg/mL), and the epidermis was peeled from the dermis. RNA was isolated from this epidermal layer using TRIzol and the PureLink RNA Micro kit (LifeTechnologies, Carlsbad, CA). Additionally, DRG (T5-L6) were dissected, stored overnight in RNA*later* at -20°C, and RNA isolated using TRIzol Reagent following the manufacturer’s recommendations (LifeTechnologies). Total RNA content was assessed with a NanoDrop Lite spectrophotometer (Thermo Scientific, Wilmington, DE).

cDNA was generated using the SuperScript III First-Strand Synthesis System (Invitrogen, LifeTechnologies), using a combination of both random hexamers and oligo dT to initiate reverse transcription of a varied pool of transcripts. Real-time, quantitative polymerase chain reaction (qPCR) was performed on a Mastercycler ep Realplex^2^ thermal cycler (Eppendorf, Hamburg, Germany). Real-time PCR using Sybr Green was performed using primer sets described in **S1 Table**. Gene expression was normalized to *Gapdh*. Additionally, digital droplet PCR was used since as a secondary, highly-sensitive method useful in performing quantitative PCR on samples where low expression levels of genes are expected. The digital droplet PCR method has been used clinically and is validated for its high sensitivity in detecting low copy number reliably [59].

To increase specificity, we also isolated keratin 14-expressing cells from the skin from both adult and embryonic animals. Skin from *K14Cre-tdTomato* reporter mice were dissected and dissociated into a single cell suspension. Fluorescence-activated cell sorting using a FACSAria (BD Biosciences, San Jose, CA) sorted the tdTomato-expressing cells directly into TRIzol LS (LifeTechnologies), and RNA was isolated from this cell population as described above.

We further aimed to increase qPCR sensitivity on RNA isolated from the epidermis by performing gene-specific cDNA generation of TRPA1 followed by additional real-time qPCR of a region of TRPA1 located within the sequence selectively enhanced during cDNA generation. Primer sequences for this nested qPCR protocol are described in **S1 Table**.

### Microarray Analysis

As in the gene expression studies above, microarrays were also performed on both epidermis from the glabrous hindpaw and on isolated DRG (L1-L6). RNA was isolated from these tissues using the PureLink RNA Micro kit as above, and cDNA was generated using the GeneChip WT Plus Reagent kit (Affymetrix, Santa Clara, CA). Samples were processed for microarray analysis according to the manufacturer’s instructions, and as previously described [60]. Labeled and fragmented cDNA was hybridized to GeneChip Mouse Gene 1.0 ST arrays (Affymetrix). All groups included three biological replicates. Microarray datasets have been deposited to the NCBI GEO database under the accession number GSE72672.

### Data Analysis

Single fiber data was compared between mutant mice and controls and total *n*’s are listed (**S2 Table**). For each fiber type, mechanical threshold was compared using Mann-Whitney *U* test, conduction velocity compared using Student’s (two-tailed) *t* test, and the number of mechanically-evoked action potentials across the force range was compared using repeated measures two-way ANOVA with Bonferroni *post hoc* analysis using Prism 6 software (GraphPad, La Jolla, CA). In behavioral tests, paw withdrawal thresholds were analyzed using a Mann-Whitney *U* test; in CFA experiments, withdrawal thresholds were first analyzed by two-way ANOVA, followed by *post hoc* Mann-Whitney *U* tests with a Bonferroni adjustment. All other behavioral assays used Student’s (two-tailed) *t* tests, for two groups, or an ANOVA where applicable. For calcium imaging data comparing two groups, the percentage of neurons responding was compared using Fisher’s Exact and the magnitude of response was compared using a *t* test; for more than two groups, the percent of responding neurons was analyzed with a Chi square and *post hoc* Fisher’s Exact tests; response magnitude was analyzed using one-way ANOVA with Bonferroni adjustment. ATP analyses and skin thickness comparisons used Student’s (two-tailed) *t* tests. *P*<0.05 was considered to be significant for all comparisons. Array data was analyzed using Genomics Suite 3 (Partek, St. Louis, MO) via ANOVA. Genes were considered significantly regulated if they reached a cutoff of a 2-fold change and *P*<0.05 with FDR. All summarized data are reported as mean ± s.e.m.

## Supporting Information

S1 Fig Production of *Trpa1*^fl/fl^ mice. (**A**) Relevant regions of the targeting vector, the endogenous *Trpa1* locus and the expected conditional knockout *Trpa1* allele. Black boxes denote exons in the depicted *Trpa1* genomic region, and white boxes denote exons 22–24 that encode a region encompassing the S5 and S6 transmembrane domains. Only restriction sites relevant for Southern blot analysis are depicted. Proper homologous recombination of the targeting vector to the *Trpa1* locus results in loxP flanked exon 22–24 and insertion of self-excising neomycin cassette. (**B**) *Trpa1* conditional knockout allele after self-excision of the neomycin cassette and the Cre-mediated excised alleles.
(TIF) Click here for additional data file.

S2 Fig Skin thickness is similar between control and mutant mice. (**A**) Examples of dermal and epidermal skin sections from control and mutant mice. (**B**) Average epidermal and dermal thickness measured across 400 μM sections in control and mutant mice. Data reported as mean ± s.e.m.
(TIF) Click here for additional data file.

S3 Fig Gross morphological evidence of inflammatory response appears normal in mutant and control mice. Cross-sections of PBS-injected (uninjured) or CFA-injected (injured) paws from both control and mutant mice were obtained. In injured tissues, the thin yellow border delineates the large area of inflammation within the CFA-injected paw. As shown, this was present in both the control and mutant paw. As evidenced in the 400x images, both control and mutant mice exhibited a mixed inflammatory infiltrate. The magnified inset identifies these components; lymphocytes (yellow arrow), neutrophils (red arrow), and macrophages (blue arrow) were present.
(TIF) Click here for additional data file.

S1 Table PCR primers used throughout this study. (TIF) Click here for additional data file.

S2 Table Summary of fiber properties. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

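The deposited values of 18 arrays were analysed, 3 biological replicates in each of 6 groups: epidermis of naive control, naive mutant, CFA-injected control and CFA-injected mutant mice, and DRG of naive control and naive mutant mice. Epidermis was taken 2 days after CFA. RNA was hybridized to GeneChip Mouse Gene 1.0 ST arrays. The values are log2 intensities made by the authors with robust multi-array averaging (RMA) in Partek Genomics Suite; the submitters' processing notes name both without a version. They were used as deposited, without further background correction, scaling or filter. No value columns were left out (0), and no pair of arrays was identical (0).

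Probe sets were paired with genes by the table that accompanies the series. Of 35556 probe sets, 21789 had 1 gene symbol, 1621 had several and 12146 had none listed. Each of 19938 genes was represented by the probe set with 1 symbol and the highest mean over all arrays; 999 genes had more than 1 such probe set. The mouse gene table, of assembly GRCm38.p6, was used for names and for gene order only, since the files name no build; 83 of the Entrez numbers were absent from it and 0 symbols were updated through it. Genes read only by probe sets with several symbols were left out. A list of Y-linked genes and Xist was set as a check that all mice were male. It was read only as a mean that pools the Y-linked genes with Xist, which cannot decide the sex of a mouse.

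The background level of an array was taken from 1228 olfactory, vomeronasal and taste receptor genes, as the 95th percentile of their values. Where a group had no array above it, a fold is given as at least the brighter group's mean over the dimmer group's mean with each value raised to the background level of its array. The precision of a value is limited by the number of arrays.

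Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with 1 prior variance and no trend, two-sided), adjusted by the Benjamini-Hochberg method over all 19938 genes. The 12 epidermis arrays were fitted together with a mean per group. The contrasts were mutant against control in naive and in CFA epidermis, CFA against naive in each genotype, and the interaction of genotype and CFA. The 6 DRG arrays had a fit of their own, and Trpa1 in DRG and epidermis was compared in a fit of the 12 naive arrays, without a size in the text since tissue medians differ and epidermis was not above background. The thresholds were those of the paper, a 2-fold difference with a p under 0.05. The paper's methods adjust this p, and its initial analysis of naive animals left the adjustment out. Which of the 2 applies to DRG is not stated there. Both the adjusted and the unadjusted count were made in each comparison. Groups of 3 arrays allow no exact permutation p below 0.1.

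Gene lists were fixed from general knowledge before the data were examined: 37 lists of pathways, cell type markers and gene families, of which 36 had at least 3 measured members. The paper's results from these arrays had been read by then. The immediate early, alcohol and retinoid, and interferon lists hold genes that it names, so their tests are not independent of its report. Each was tested with limma's camera with its preset correlation of 0.01, two-sided, adjusted over the 36 lists of a comparison, and beside it with an estimated correlation and with fry, which does not compare a list with other genes. The number of members past the adjusted test was counted over all genes and again adjusted over the list alone.

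The genes named in the text were chosen by a rule fixed with the lists. For each comparison they are the 10 with the largest positive and the 10 with the largest negative log2 difference among genes past the comparison's threshold (2-fold with an adjusted p where at least 20 genes passed, otherwise with an unadjusted p) whose groups do not overlap, every gene that the paper names in its text or labels in Fig 10, and up to 4 members with the smallest p of each list described. Other genes are named as chosen after their values were seen.

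The procedure was tested on simulated data with 200 changed genes among 19938, made with each gene's spread pooled over the groups of the fit. In these data genes varied independently and with the same spread in every group, unlike the real arrays. The shares and false calls hold for that case only. At an adjusted p under 0.05 it called, in the naive epidermis comparison, 58.2% of genes changed 1.5-fold, 94.0% of those changed 2-fold and 98.5% of those changed 4-fold, with 10 false calls. In DRG the shares were 68.7%, 95.5% and 100%, with 4 false calls, and for the interaction 35.8%, 85.1% and 100%, with 9. Of 101 simulated lists of 30 genes, the 1 that was moved was called and 0 others were. For these lists the genes varied independently with a single set spread, so the result says nothing about lists whose genes vary together.

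Alternatives set with the design were: a trend and robust variance model, quantile normalization again, a shift of each array to a common median, a filter on genes under the background level, the mean of all probe sets of a gene, replicate number as a block, a fit of the compared arrays alone, ordinary least squares without moderation, no fold threshold, a count over all probe sets, and leaving out each array in turn. Replicate numbers do not pair arrays across groups in the labels, so the block is an alternative only. Other splits of the same arrays were fitted for each comparison, all 10 for 3 arrays against 3 and 100 drawn regroupings for the interaction and for genes changed in both tissues. The quantitative PCR, behavioural, electrophysiological, ATP release and histological measurements were not analysed here.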

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

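Of the tests in this part, the test of neighbouring genes among those changed in both CFA epidermis and DRG and the separation of the regroupings by CFA arrays were chosen after the result was seen, together with the choice of Btbd9 as a gene to read.

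The type I interferon genes responded less to CFA in mutant than in control epidermis, with an interaction of genotype and CFA of -1.58 on the log2 scale as a mean over 45 genes (camera adjusted p = 3.22e-46, adjusted p = 0.161 with an estimated correlation). A single array as the source is argued against, since without the array that mattered most, CFA control replicate 2, the list kept a share of 0.721 of its difference between inflamed groups. Whether a smaller number of immune cells in the mutant accounts for part of the difference stays open. Of 4 lists of immune cell markers, neutrophil, T and NK cell and dendritic cell markers averaged close to 0 (-0.02, -0.02 and -0.07). Neutrophil markers were highest, at -0.234 standard errors of the list's members, and macrophage markers lowest, at -1.89. These errors are over genes, not mice, and the criterion set beforehand was not reached either way. From histology, the paper found no apparent difference in the cells of the infiltrate. Among the brighter markers Csf1r was at 6.89 in CFA mutant and 7.66 in CFA control epidermis and Thy1 at 8.31 and 8.49, and many others were dim. A weaker interferon response of keratinocytes in mutant mice, and a difference between the separately kept colonies, also remain open and untested.

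Immediate early genes, which include the paper's Nr4a1 and Ptgs2, differed by genotype in naive epidermis: the list averaged 8.25, 8.12 and 8.23 in the control arrays and 7.53, 7.88 and 7.84 in the mutant arrays over 32 genes. These genes answer to handling and tissue dissociation, and a difference in handling between animals could contribute. The largest range within a group was 0.770 of the difference between the groups, so the groups do not overlap, but the spread within the mutant group is too wide to exclude that explanation. A lower resting state of these genes in mutant epidermis cannot be told apart from it, since all mice of a genotype share their colony.

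Some genes differed by genotype in the same direction in both tissues at 2-fold and an unadjusted p under 0.05: Slc15a2 in naive epidermis and DRG (1 gene, where independent lists would share 0.00466), and Akr1e1, Cd59a, Slc15a2, AI506816, Gbp2b and Postn in CFA epidermis and DRG (6 genes, against 0.0287). Regrouping the arrays within each tissue gave as many as the 6 genes in 1 of 100 regroupings, the real one, with 2 as the highest other count. Chance is not excluded by this. Other splits of CFA epidermis called at most 53 genes, against 111, and so had less room to share genes. In DRG another split called as many genes as the real one, 11. For the 1 gene the regroupings decide nothing: the real one alone gave as many in 100 regroupings and the highest other count was 0, but other splits of naive epidermis called at most 4 genes. Strain background between the separately kept colonies is a candidate explanation that stays open, as 1 gene has no neighbour to test and the 6 genes held 0 pairs within 10 genes of one another, while colony and genotype coincide. Glo1 rose in DRG and in CFA epidermis (1.21, adjusted p = 0.016), and near it Dnah8 rose in DRG and Btbd9 had a log2 difference of 0.45 there (SE 0.11, adjusted p = 0.37); a duplication spanning Glo1 is known to vary among mouse strains. An effect of the deletion in keratinocytes on DRG genes was not tested.

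The response to CFA differed between genotypes, by the test of the interaction, in Nr4a1 (2.31), Adh7 (1.91), Slc6a20a (1.34), Gpc3 (-1.21), Clec2d (-2.06) and Cxcl10 (-4.31). Regrouping the genotypes within naive and within CFA arrays gave as many as these 6 genes in 7 of 100 regroupings, the real one included, with 87 as the highest. The 6 others were among the 9 that kept the CFA arrays of each genotype together, so they hold the real difference between the inflamed groups and do not tell about chance. In the 90 that mixed the inflamed genotypes, the highest count was 4. Whether chance accounts for the count of 6 stays open.

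Past the adjusted test in naive epidermis, but not labelled in the paper's figure, were Atp8b5 (0.93), Pik3c2a (-0.53), Cldn23 (-0.56), Ly6g6g (-0.72), Rragd (-0.77), Smim8 (-0.93), Cyb5r3 (-0.99) and Adh6b (-1.44), as log2 differences between mutant and control. Past it in DRG, and likewise not labelled, were Glo1 (0.77), Sfrp5 (0.71), Ccl28 (0.68), Dnah8 (0.67), Lypd1 (-0.73), Mamdc2 (-0.79), Cdh9 (-0.79) and AI506816 (-2.13). For Atp8b5, Rragd, Ccl28, Dnah8 and AI506816 the dimmer group was not above background, so their sizes are not exact.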

How the results depend on the processing

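Leaving out each array for gene lists other than the type I interferon list, and picking the genes of Fig 10F in other ways, were added after the data were seen. Most of the 16 results are counts of genes, which have no direction and could not turn. Among the type I interferon list tests, Trpa1 and the correlation of the CFA effects, none turned direction in any setting (0 reversed). Among those other lists, the interaction of genotype and CFA of the cell cycle list, 0.26, turned to -0.000337 without CFA control replicate 1 and was 0.41 without CFA control replicate 2. Those that stayed within 1.5 times or within their spread throughout were the CFA genotype count at an unadjusted p (96 to 115; 96 to 147 with an array left out), the CFA effect counts in controls (915 to 1033; 952 to 1002) and mutants (685 to 741; 660 to 753), and the interferon list's difference between inflamed groups (-1.58 to -1.52; -1.90 to -1.11), interaction (-1.61 to -1.56; -1.94 to -1.15) and CFA effects (2.16 to 2.36 in controls; 0.61 to 0.81 in mutants). The same holds for the 1 gene changed in naive epidermis and DRG. Trpa1 was brighter in DRG than in epidermis in each setting, without a size since epidermis was not above background. Among 2094 single-gene values under other settings, 1892 stayed past their threshold and 202 did not. Genes named only as members of a gene list were not run under these settings. Signal over background limits what dim genes can show: 13773 to 13918 of 19938 genes were above the background level in the epidermis groups.

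For the counts that moved, fewer or more probe sets, arrays or thresholds enter by construction in some settings, and otherwise the cause was not tested. Counting all probe sets gave 129 in place of 18 genes in naive epidermis, 48 in place of 11 in DRG and 18 in place of 87 in CFA epidermis, where dropping the fold threshold gave 250. Fitting only the compared arrays gave 8 in place of 15 adjusted genes in naive epidermis and 23 in place of 87 in CFA epidermis. The main epidermis fit holds 1 spread per gene over all its groups, though spreads differed. The mean of the type I interferon list had an SD of 0.80 in CFA control and 0.03 in naive mutant arrays. For genes that vary most after CFA, the p values of the main fit between inflamed groups can be too small. Ordinary least squares, with fewer degrees of freedom per gene, gave 3 in naive epidermis, 3 in place of 11 in DRG, 7 in CFA epidermis and 0 in place of 6 for the interaction. A trend and robust variance model gave 17 in DRG, 34 in CFA epidermis and 17 for the interaction. With the replicate number as a block the DRG adjusted count was 29. Arrays of the 2 genotypes that share a number correlated by -0.04 to 0.18 in DRG, 0.01 to 0.25 after CFA and -0.07 to 0.06 in naive epidermis, and not every array was best matched with its own number, so the numbers are not taken to pair arrays. The interaction count was 10 after a shift to a common median (7 positive, 3 negative) and 14 with dim genes left out, and the correlation of the CFA effects was 0.906 with dim genes left out in place of 0.884.

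With an array left out, the ranges were 15 to 26 and, adjusted, 4 (without naive mutant replicate 2) to 13 in naive epidermis, 8 to 15 and, adjusted, 0 (without DRG control replicate 2) to 127 (without DRG control replicate 1) in DRG, 28 (without CFA mutant replicate 2) to 113 for 2-fold and adjusted genes in CFA epidermis, 2 (4 arrays, such as naive control replicate 1) to 94 (without CFA control or CFA mutant replicate 3) for the interaction and 0.855 to 0.887 for the correlation. A fit of only the compared arrays does not exist for the interaction and for DRG, whose fits already hold only those arrays.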

Differences from the paper's values

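The alternatives named here were set before the data were examined, and of the tests in this part only the DRG counts at the adjusted cutoff were set beside the paper's after they were seen. A value is said to differ from the paper's where 1 of the 2 is more than 1.5 times the other and, for a fold, they also differ by more than the SD of the arrays. The paper's 24 genes up and 106 down after CFA, against 16 and 71 here, barely stay within this limit. They differed in 5 and 7 of 10 alternatives, and in 5 and 4 of 6 runs with an array left out. Ordinary least squares, set as the ANOVA of the paper's methods, gave 7 genes in all, though the exact form of that ANOVA is not given. The paper's fold difference of Itpripl2 between genotypes in naive epidermis is about 2.2 in Fig 10A, read by eye, and the value here is 1.09. With the mean of all its probe sets the fold was 1.54 and did not differ from the paper's; with the other 6 alternatives, and without each of the 6 naive arrays, it did. On the dimmer of its probe sets alone the fold was 2.17 (log2 difference -1.12).

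The paper counts 5 genes up and 5 down in mutant DRG, without saying whether the p was adjusted there. At the cutoff of its methods, 2-fold and an adjusted p under 0.05, the counts here are 1 and 2. Of the 8 alternatives, all differed from the paper's for the higher genes (0 to 3 genes), and 6 did for the lower genes, while the replicate block and the count over all probe sets gave 4, which does not differ. With an array left out, the counts did not differ without DRG control replicate 1 (4 higher, 4 lower), nor, for the lower genes, without DRG mutant replicate 3 (5), and otherwise did. At 2-fold and an unadjusted p under 0.05 the counts were 6 and 5, which do not differ from the paper's.

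The paper states that no known candidate genes of ATP release were dysregulated in the epidermis arrays. Of 28 candidates, none passed the adjusted test in naive epidermis, where an unadjusted p under 0.05 was reached in limma only by Calhm4 (-0.69) and Gjb2 (0.27), and in CFA epidermis Gjb2 (0.67, adjusted p = 0.0137) and Gjb6 (0.51, adjusted p = 0.0393) were higher in the mutant, both by less than the paper's 2-fold threshold.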

Other observations

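The counts of neighbouring genes in this part, and the genes picked for their uneven arrays, were chosen after the result was seen, and the other tests were set beforehand.

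Immediate early genes were lower after CFA than in naive epidermis: 29 of 32 fell in controls (mean -1.55, camera adjusted p = 2.52e-17, adjusted p = 0.158 with an estimated correlation) and 24 of 32 in mutants (mean -1.01, camera adjusted p = 1.05e-12, adjusted p = 0.287 with an estimated correlation). After CFA the list differed by a mean of 0.10 between genotypes (camera adjusted p = 0.224), and the interaction was 0.54 (camera adjusted p = 3.02e-10, adjusted p = 0.270 with an estimated correlation). Of 21 retinoid and alcohol metabolism genes, 11 fell and 1 rose after CFA in controls (camera adjusted p = 0.000139, adjusted p = 0.179 with an estimated correlation) and 8 fell in mutants (camera adjusted p = 0.000146, adjusted p = 0.287 with an estimated correlation), among them Dhrs9, a retinol dehydrogenase of epidermis, with log2 changes of -3.32 (SE 0.14) and -3.30 (SE 0.14). Touch and temperature channels also fell in single cases: Piezo1 at -0.81 (SE 0.11) in controls and -0.41 (SE 0.11) in mutants, and Trpv3 at -0.45 and -0.29, a mutant call that was lost without naive mutant replicate 2 or 3 or CFA mutant replicate 3. The macrophage marker Cd68 fell, with log2 changes of -1.77 (SE 0.12) in controls and -1.73 (SE 0.12) in mutants, while Csf1r rose by 0.47 (SE 0.07) in controls.

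Of the 15 genes past the adjusted test between genotypes in naive epidermis, Adh1 (-1.55, adjusted p = 0.00318), Lynx1 (-0.49, adjusted p = 0.0401) and Smim8 also passed the adjusted test after CFA in the same direction. Among the others, Nr4a1 (0.14) and Spon2 (0.02) did not pass it after CFA. At 2-fold and an unadjusted p under 0.05, Slc15a2 was higher and Adh1, D17H6S56E-5, Lcn2 and Zfp979 were lower in the mutant in both states, some named after their values were seen.

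In some genes arrays of a group stood at separate levels. Zfp979 was at 5.57, 5.13 and 2.43 in naive control epidermis. Glo1 was at 9.53, 10.6 and 9.62 in naive mutant epidermis, and at 10.61, 10.18 and 10.13 in CFA mutant against 9.06, 9.02 and 9.20 in CFA control epidermis. Sting1 was at 6.35, 6.36 and 9.11 in CFA mutant epidermis. Of the 11 genes past the adjusted test in DRG, 1 pair, Glo1 and Dnah8, lay within 10 genes of one another, and 583 of 10000 random sets of genes held as many. Of the 15 genes past it in naive epidermis, 3 pairs did, and none of the random sets held as many (0 of 10000). Only genes next to one another in the set's order were paired, so the alcohol dehydrogenases Adh1, Adh6a and Adh6b cannot make up all 3 pairs. The random sets were drawn without regard to gene families. They therefore cannot tell related neighbours that change together from a region that differs between the colonies.

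The paper found no apparent evidence of reduced recruitment of inflammatory cells, from histology, while the arrays hold only epidermal RNA. Between inflamed genotypes, macrophage markers averaged -0.15 (16 genes, camera adjusted p = 0.00302, adjusted p = 0.0899 with an estimated correlation), with Csf1r lower by -0.78 and the Langerhans cell marker Cd207 by -0.70, and mast cell markers averaged 0.00 (11 genes, camera adjusted p = 0.683). Fibroblast markers averaged -0.15 (14 genes, camera adjusted p = 0.224), with Postn lower by -1.61 (SE 0.31, adjusted p = 0.024).

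Comparisons of 3 arrays against 3 allow 10 splits, so the share of splits with a count as large as the real one is never under 0.1. The other splits mix the groups, which widens the spread of genes that differ between them and lowers the counts. The real count and the highest of the other splits were 18 and 4 for naive epidermis at 2-fold and an unadjusted p, 15 and 0 adjusted, 11 and 11 for DRG at 2-fold and an unadjusted p (2 splits of 10 as large), 11 and 8 adjusted, 87 and 5 for CFA epidermis at 2-fold and an adjusted p, 111 and 53 unadjusted, 986 and 0 for CFA in controls and 713 and 0 for CFA in mutants.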
